# An immunocompetent transplantable mouse model of basal cell carcinoma

**DOI:** 10.1016/j.xjidi.2026.100525

**Published:** 2026-08-12

**Authors:** Martin Wiinberg, Kristian K. Pedersen, Catharina M. Lerche, Thomas L. Andresen, Thomas Litman, Merete Haedersdal, Uffe H. Olesen

**Keywords:** Basal cell carcinoma, Keratinocyte carcinoma, Murine cancer models, Preclinical tumor model, Tumor biology

## Abstract

Basal cell carcinoma (BCC) is the most common type of cancer, yet mouse models of BCC are limited. Existing BCC mouse models, such as the *Ptch1*^+/-^-*K14*-*CreER*^T2^*p53*^fl/fl^-tumor (genetically engineered mouse BCC [GEM-BCC]) model, rely on genetic engineering. Spontaneous tumor models are essential for studying carcinogenesis; however, the heterogeneous growth of multiple tumors requires large group sizes, making them challenging to implement in early-stage drug development. This study describes the establishment of an immunocompetent transplantable BCC (Tp-BCC) mouse model suitable for preclinical treatment evaluation. By in vivo passaging of GEM-BCC tumor cells, we established a subcutaneous Tp-BCC model. We compared the microstructural features, tumor microenvironment, and transcriptional profile of the Tp-BCC model with its parental GEM-BCC model using histology, flow cytometry, and RNA sequencing. Tp-BCC tumors displayed synchronized growth and shortened time until formation compared with GEM-BCC tumors. Tp-BCC tumors showed a micro-nodular histological structure, maintained keratin 14 expression, and had a low immune infiltration similar to GEM-BCC tumors. Hedgehog signaling pathway-related genes were similarly expressed, except for *Igf2.* The transcriptional profile of Tp-BCC tumors was more homogeneous than that of GEM-BCC tumors. This study demonstrates that the Tp-BCC model retains key features of the GEM-BCC model and provides a complementary, immunocompetent, high-throughput platform for early-stage BCC therapeutic development.

## Introduction

Annually, about 2 million people in the United States are diagnosed with basal cell carcinoma (BCC), categorizing it as the most prevalent form of cancer (Nagarajan et al, 2019). UVR is the primary risk factor for the development of BCC, and most tumors arise in sun-exposed areas. Surgical excision with safety margins is the standard of care for BCC, resulting in high cure rates. However, surgical excision may not be possible in difficult-to-treat BCC lesions, such as locally advanced, metastatic, or recurrent BCC (Peris et al, 2023). These cases rely on pharmacological treatments. In 2021, the Food and Drug Administration approved the immune checkpoint inhibitor, cemiplimab, for treating advanced BCC, which has sparked new interest in developing new immunotherapies for BCC (Davis and Lewis, 2022; Neuner et al, 2023; Stratigos et al, 2021).

Current mouse tumor models of BCC are predominantly based on genetically engineered mouse (GEM) models. These BCC models are generated by inducing mutations in Hedgehog (Hh) signaling pathway genes, such as *Ptch1*, *Smo, Gli1,* and *Shh,* to mimic the drivers of BCC carcinogenesis found in humans (Grachtchouk et al, 2000; Nilsson et al, 2000; Oro et al, 1997; Wang et al, 2011b; Xie et al, 1998). A commonly used model, developed by Ervin H. Epstein Jr’s research group, is the *Ptch1*^+/-^*K14*-*CreER*^T2^*p53*^fl/fl^ (referred to as GEM-BCC)(Wang et al, 2011b). This model has a heterozygous deletion of *Ptch1,* a tamoxifen-inducible Cre-recombinase (*Cre*) controlled by a keratin (*K*) 14 promoter, and 2 LoxP sites flanking *p53*. The Cre-Lox system deletes *p53* in K14-expressing cells, promoting genomic instability upon tamoxifen injection. Concurrent X-ray irradiation is applied to accelerate carcinogenesis. The GEM-BCC model develops multiple spontaneous tumors with histopathological and molecular genetic features similar to those of human BCC (Wang et al, 2011b).

Existing GEM models are primarily designed to study BCC carcinogenesis and are rarely used in treatment evaluation studies due to their high variation, complexity, and resource intensity compared with syngeneic cell-line-derived tumor models (Olesen et al, 2021). The first to address this challenge was Epstein Jr’s research group, who developed an allograft BCC model for the purpose of drug testing. The model was generated by subcutaneously inoculating GEM-BCC tumor cells into immunocompromised mice. Allografted tumors demonstrated similar histopathological features to the parental GEM-BCC model (Wang et al, 2011a). However, due to the compromised adaptive immune system of the recipient mouse strain, the allograft model is not applicable for the evaluation of therapeutics that interact with the immune system, such as immunotherapies.

An immunocompetent transplantable BCC model would provide a practical and higher-throughput platform for the preclinical evaluation of treatments that interact with the immune system. In this study, we aimed to develop and characterize an immunocompetent transplantable model of BCC (Tp-BCC) by in vivo passaging GEM-BCC tumor cells in immunocompetent *Ptch1*^+/-^*p53*^fl/fl^ mice. Characterization includes a comparison of the histopathology, tumor immune microenvironment, and transcriptional profile of the Tp-BCC model to the parental GEM-BCC model. The Tp-BCC model would be complementary to the GEM-BCC model and offer a practical, high-throughput platform for the preclinical evaluation of immunotherapies directed towards BCC.

## Results

### In vivo passaging reduces latency period of Tp-BCC tumors

We established Tp-BCC tumors by engrafting BCC cells originating from a GEM-BCC mouse model into non-tumor-bearing mice. The Tp-BCC tumor cells could be passaged in vivo on the GEM-BCC background strain (*Ptch1*^*+/-*^*p53*^*fl/fl*^) for at least 13 generations (Figure 1a and b). Eighty to 100% of inoculated mice in the Tp-BCC group developed tumors within the monitoring period (Figure 1c). The average time from induction to palpable tumor in GEM-BCC mice was 96 ± 14 days. In the Tp-BCC model, this latency period decreased from 63 ± 0 days in the first generation (n = 3) to 14 ± 11 days in the sixth generation (n = 3) and plateaued after the fourth generation (Figure 1d). In addition, the growth rate of Tp-BCC tumors was higher and varied less than that of tumors from the GEM-BCC model. The tumor volume of the fifth-generation group reached 800 mm^3^ 3 weeks after the tumors were palpable and grew faster than tumors in the third-generation group (*P =* .0026, Figure 1e). Cryopreserved Tp-BCC tumor cells successfully engrafted and formed tumors after thawing.

**Figure 1:**
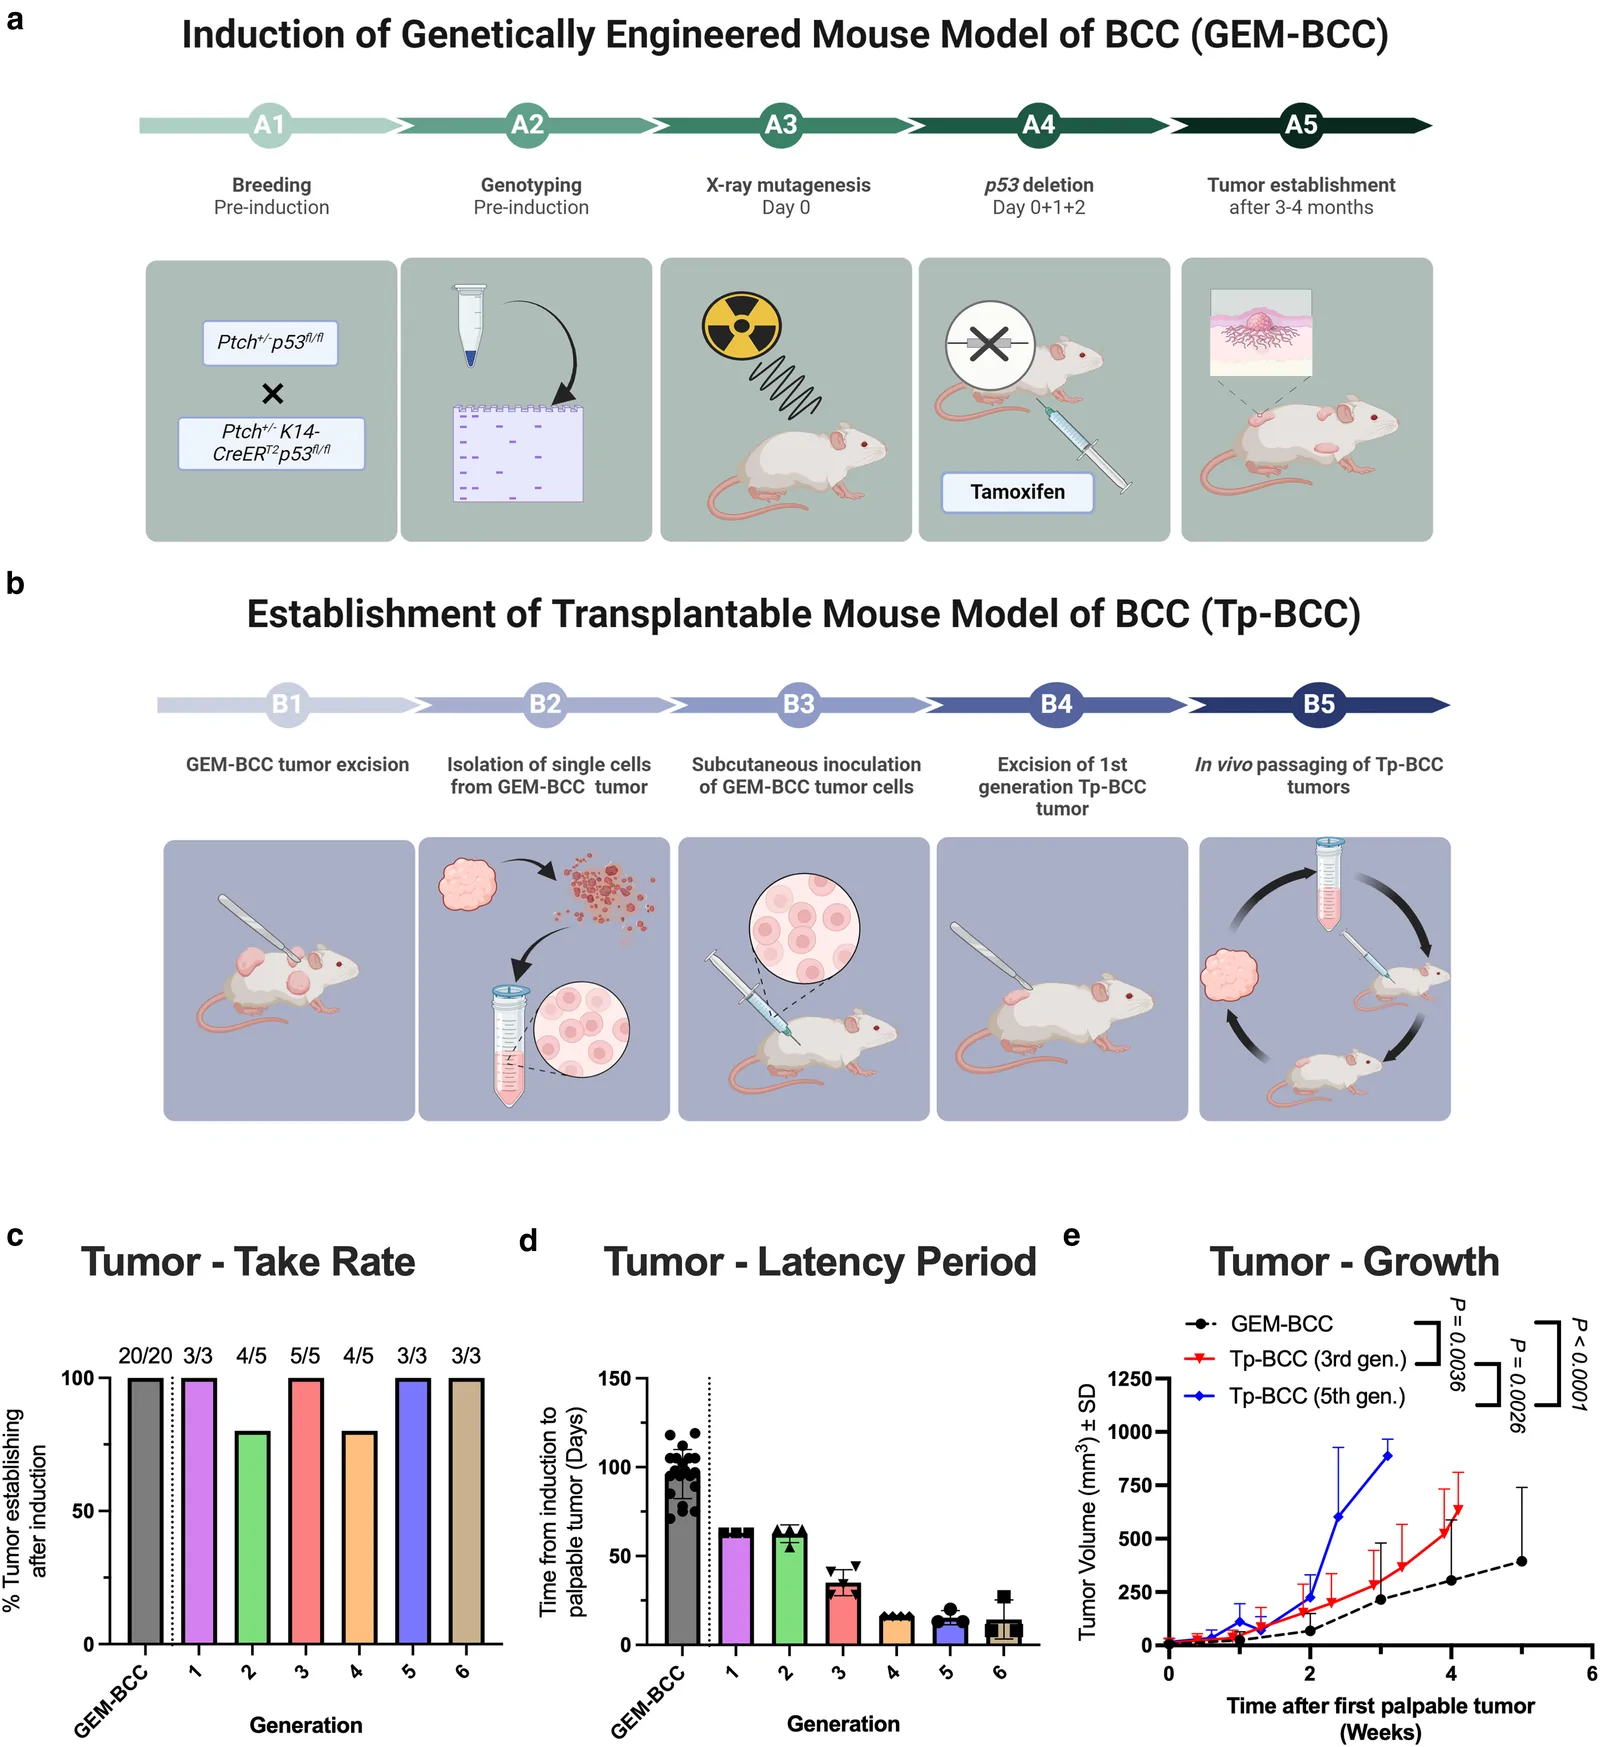
**The Tp-BCC has a shorter latency period than the GEM-BCC model.** (**a**) Induction of GEM-BCC tumors. **(b)** Establishment of Tp-BCC. **(c)** Tumor take rate in GEM-BCC and across 6 Tp-BCC generations. Numbers above bars indicate successful tumors per induction attempt. **(d)** Tumor latency period, shown as the mean number of days from induction (X-ray for GEM-BCC; inoculation for Tp-BCC) to palpable tumor. Each dot represents an individual tumor, n = 20, 3, 4, 5, 4, 3, and 3, respectively (from left to right bar). Error bars indicate ± SD. **(e)** Tumor growth illustrated as mean volume (mm^3^) over weeks post-detection. Each dot represents the mean tumor volume at the time of measurement. For GEM-BCC mice, tumor volume is calculated as the sum of all tumors on each mouse, whereas Tp-BCC mice carry a single tumor. Differences in tumor growth rates were analyzed using a linear mixed-effect model with post hoc pairwise comparisons. Error bars indicate the + SD. BCC, basal cell carcinoma; GEM-BCC, genetically engineered mouse BCC; Gen, generation; Tp-BCC, transplantable BCC.

### Tp-BCC tumors maintain K14 expression

Tumors in both models appeared superficially, making them easy to monitor (Figure 2a and b). Histological examination of 13^th^ generation Tp-BCC tumors showed tumor formation in the subcutis below the panniculus carnosus, while GEM-BCC tumors developed in the dermis. Both Tp-BCC and GEM-BCC tumors exhibited micronodular structures. These structures were most well-defined in GEM-BCC, with peripheral palisading basaloid cells, whereas Tp-BCC displayed a more chaotic structure without palisading cells. Tp-BCC tumors had a more homogeneous appearance characterized by a higher cell density with fewer extracellular matrix fibers compared with GEM-BCC tumors (Figure 2c and d).

**Figure 2:**
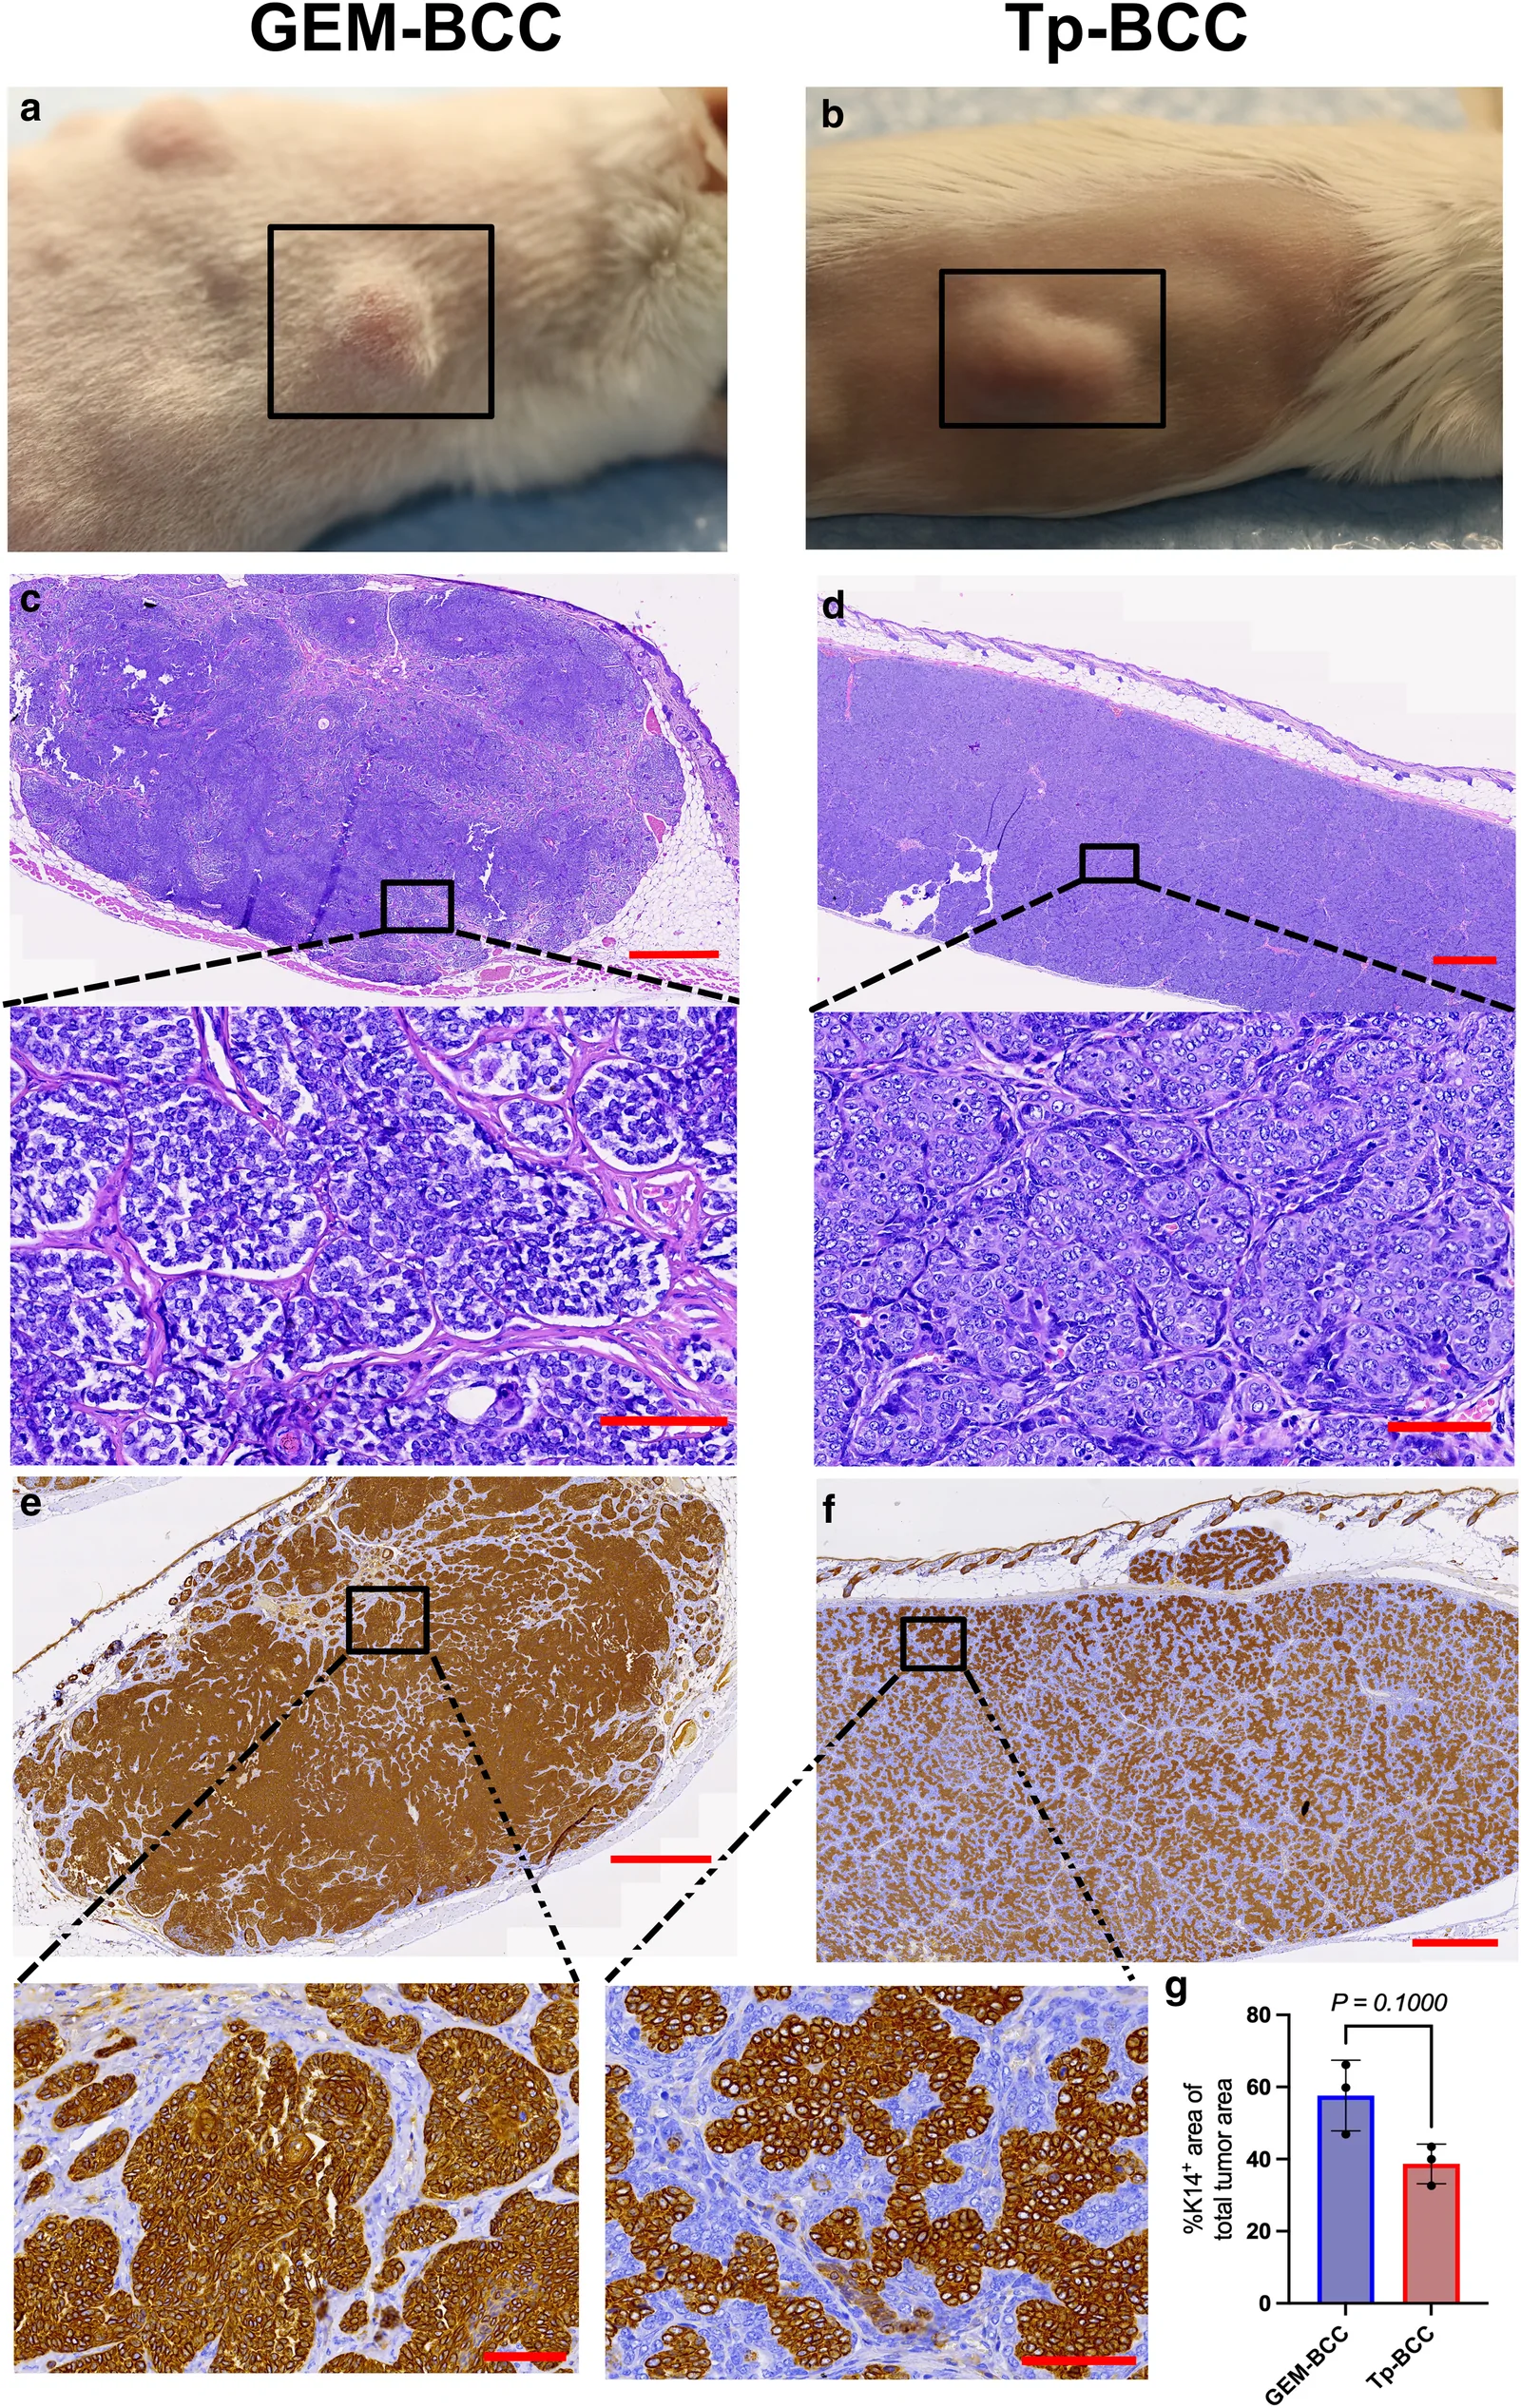
**Transplanted BCC tumors (13^th^ generation) grow in subcutaneous tissue and maintain the BCC lineage marker K14 at a reduced level.** Photographs of tumors in **(a)** GEM-BCC and **(b)** Tp-BCC models. Representative histology images of **(c)** GEM-BCC and **(d)** Tp-BCC (upper: whole slide, lower: zoomed). **(e and f)** Representative K14-DAB and hematoxylin-stained immunohistochemistry images for GEM-BCC and Tp-BCC (upper: whole slide, lower: zoomed). **(g)** Mean percentage of K14-positive area in GEM-BCC (n = 3) and Tp-BCC (n = 3). Error bars indicate ± SD. Scale bars: 600 μm (whole slides), 75 μm (zoomed). Mann-Whitney U test was used for statistical analysis. BCC, basal cell carcinoma; GEM-BCC, genetically engineered mouse BCC; K14, keratin 14; Tp-BCC, transplantable BCC.

K14 is expressed in basal cells and acts as a BCC tumor cell lineage marker in the GEM-BCC model, as *p53* is selectively deleted in K14-expressing basal cells (Wang et al, 2011b). K14 staining revealed that Tp-BCC tumors maintained K14 expression, although at a lower level than in the GEM-BCC tumors, and that most BCC tumor cells were K14-positive, while stromal cells were negative (Figure 2e and f). Quantification of the K14-positive area in the tumors showed that Tp-BCC tumors had a lower average K14 protein expression compared with GEM-BCC tumors, although this difference was not significant *(P* = .1000, Figure 2g).

### Tp-BCC tumors exhibit comparable tumor immune microenvironment

Mouse tumor models have distinct immune cell composition that influences their responsiveness to therapy (Carretta et al, 2024; Sato et al, 2021; Yu et al, 2018). We compared key immune cell types in Tp-BCC and GEM-BCC tumors of equal weight (*P* = .1092, Figure 3a). Both BCC tumor models demonstrated low immune infiltration, with immune cells constituting less than 5% of total viable cells (*P* = .0616, Figure 3b). The infiltration of CD4^+^ and CD8^+^ T cells was comparable between the models (*P* = .7338, *P =* .1057 respectively) (Figure 3c and d). GEM-BCC tumors showed an elevated percentage of polymorphonuclear-myeloid-derived suppressor cells with high variation between the tumors (*P* = .0007, Figure 3e). No significant differences were observed in XCR1^+^ type 1 conventional dendritic cells (XCR1^+^ cDC1) (*P* = .1790, Figure 3f), whereas Tp-BCC tumors had a decreased percentage of tumor-associated macrophages (*P =* .0063, Figure 3g). Further analysis of tumor-associated macrophages showed similar expression levels of major histocompatibility complex II (*P* = .7798, Figure 3h), a marker of the antitumor macrophage phenotype (Christofides et al, 2022).

**Figure 3:**
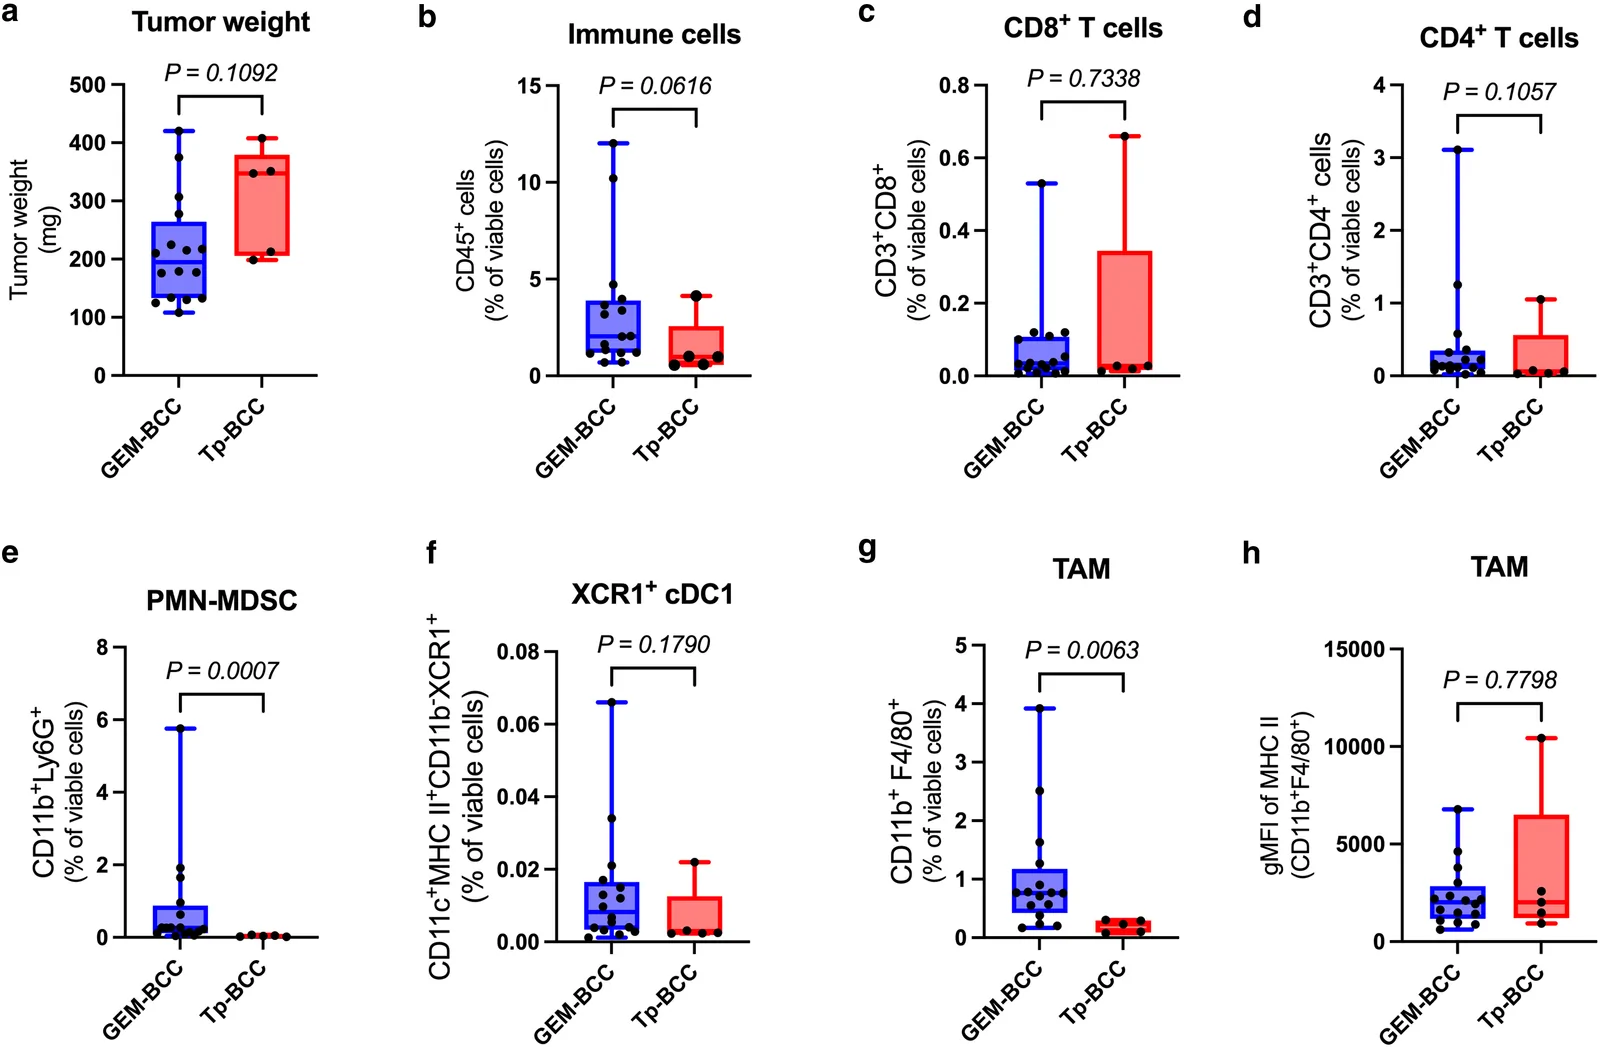
**The immune cell composition in transplanted BCC tumors is broadly similar to its parental tumor type.** (**a**) Tumor weight (mg) in GEM-BCC (n = 16) and Tp-BCC (n = 5) tumors. Percentage of **(b)** immune cells (CD45+), **(c)** CD8^+^ T cells, **(d)** CD4^+^ T cells, **(e)** PMN-MDSCs (CD11b+Ly6G^+^), **(f)** XCR1^+^ cDC1s (CD11c^+^MHCII^+^CD11b^-^XCR1^+^), and **(g)** TAMs (F4/80^+^ CD11b^+^) of all viable cells in tumor. **(h)** gMFI of MHCII on TAMs. Mann-Whitney U test was used for statistical analysis. BCC, basal cell carcinoma; cDC1, type I conventional dendritic cells; GEM-BCC, genetically engineered mouse BCC; gMFI, geometric mean fluorescence intensity; MHCII, major histocompatibility complex II; PMN-MDSC, polymorphonuclear-myeloid-derived suppressor cells; TAM, tumor-associated macrophages; Tp-BCC, transplantable BCC.

### Comparable transcriptional profiles of BCC related and tumor-promoting genes

We performed RNA sequencing to compare the transcriptional profiles of volume-matched Tp-BCC (n = 4) and GEM-BCC tumors (n = 9) (Figure 4). 

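The 9 GEM-BCC tumors came from 7 mice in which tumors had been induced with 3 injections of 300 µg tamoxifen and a single dose of 4 Gy X-ray. Tumors GEM2 and GEM3 grew on 1 mouse, as did GEM7 and GEM8. The 4 Tp-BCC tumors grew in 4 mice inoculated with 2000000 cells of the passaged line, which descends from a single GEM-BCC tumor. Poly(A) RNA was sequenced, and the authors counted reads per gene with RSEM in its strand-specific mode against transcripts of GRCm39. The values used here are RSEM expected counts, which are not normalized and can be fractional, because a read that fits several genes is divided between them. Total counts ranged from 28075317 to 32629102 in GEM-BCC tumors (median 31341353) and from 15388027 to 17494912 in Tp-BCC tumors (median 16273530). Of the 21100 genes in the table, 16687 have a value in all 13 tumors, 1932 in the GEM-BCC tumors alone, 65 in the Tp-BCC tumors alone and 2416 in no tumor. Genes without a value in a model were left out, a choice made after the table had been examined. Counts were rounded, scaled with the TMM factors of edgeR and expressed as CPM. Genes with at least 10 counts in at least 4 tumors were tested with edgeR's quasi-likelihood test, which is 2-sided, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 2 (Tp-BCC over GEM-BCC), the paper's thresholds. Where every tumor of a model has 3 or fewer counts of a gene, its change is given as a bound computed with 3 counts. All GEM-BCC tumors were collected and sequenced in 1 batch and all Tp-BCC tumors in another, so a difference between the models and a difference between the batches cannot be told apart.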

Principal Component Analysis based on the 500 most variable genes clearly separated the 2 tumor types into distinct clusters (Figure 5a). 

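On variance-stabilized counts (DESeq2) of the 500 genes with the largest variance over the 13 tumors, the first principal component held 58.3% of the variance (jackknife SD 11.1) and the next 12.3%. Tp-BCC tumors had scores of 26.9 to 41.8 on the first component and GEM-BCC tumors of −22.1 to −2.80, with GEM3 the nearest to the Tp-BCC tumors. Hierarchical clustering into 2 groups placed the 9 GEM-BCC tumors in 1 group and the 4 Tp-BCC tumors in the other. The choice of genes moved the share most. With all tested genes the first component held 45.04% and no longer separated the models. Leaving out 1 tumor at a time gave 51.9% (without TP4) to 63.0% (without GEM3).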

A heatmap based on the same 500 genes supported this observation and revealed a more homogeneous expression pattern in Tp-BCC tumors compared with the transcriptional heterogeneity observed in GEM-BCC tumors (Figure 5b). 

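Homogeneity was measured as the distance of each tumor to the centroid of its model on the same 500 genes. The mean distance was 22.7 ± 4.03 (SD) for GEM-BCC (n = 9) and 21.2 ± 3.40 for Tp-BCC (n = 4), a difference of −1.43 (exact 2-sided permutation p = 0.551 over 715 splits). Which genes and which scale were used moved this difference most. It was −15.3 (exact p = 0.0014) with log2 CPM in place of variance-stabilized counts and 20.96 (exact p = 0.0112), thus in the opposite direction, with all tested genes. The log2 CPM of the Tp-BCC tumors followed the GC content of the transcripts in opposite directions, with Spearman rho across genes of −0.389 and −0.473 in TP1 and TP3 and of 0.594 and 0.589 in TP2 and TP4. GEM1 had a rho of 0.365 and the other GEM-BCC tumors of −0.310 to −0.150. After this trend was removed from each tumor, a step added after the data had been examined, the mean distance on 500 genes was 23.9 ± 4.36 for GEM-BCC and 13.8 ± 2.90 for Tp-BCC (exact p = 0.0014). Distances over all tested genes were not computed with the trend removed.

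**Figure D1:**
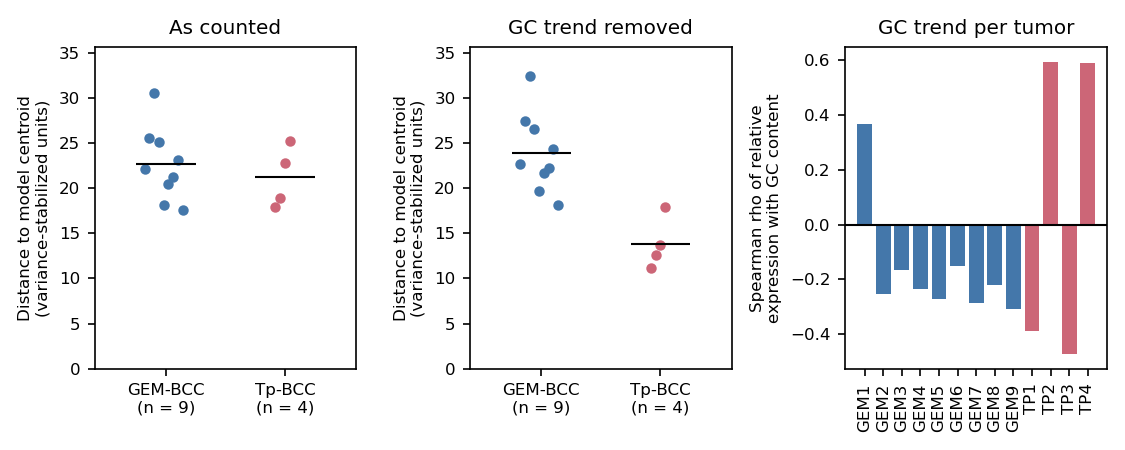
Distance of each tumor to its model's centroid and its trend with GC content. Left, distances on the 500 most variable genes as counted. Middle, the same distances with the GC trend of each tumor removed. Each point is 1 tumor, grouped by model on the horizontal axis, and the vertical axis is Euclidean distance in variance-stabilized units, with lines at the model means. Right, Spearman rho between a tumor's log2 CPM, relative to the mean of all tumors, and the GC content of the gene's transcripts, 1 bar per tumor. The Tp-BCC points lie at the height of the GEM-BCC points on the left and under all of them in the middle, and the 4 Tp-BCC bars point both ways.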

When comparing the 2 groups, we identified 678 differentially expressed genes.

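Of 14390 genes tested, 2792 had an adjusted p-value under 0.05 and 801 were called, 339 higher and 462 lower in Tp-BCC. For 518 of the called genes every Tp-BCC tumor lay on the same side of every GEM-BCC tumor. In 124 of the genes called lower, no Tp-BCC tumor had more than 3 counts, and 19 of those called higher had no more than 3 in any GEM-BCC tumor. Apart from the fold threshold, the stricter reading of the expression filter moved the number of calls most, to 439 of 13221 genes. Leaving out 1 tumor at a time gave 594 (without TP2) to 853 calls (without GEM3). Among well-expressed genes the largest increases were Rps27 (log2 fold change 7.56, SE 0.70, adjusted p = 3.91e-06), Slc25a40 (5.80, SE 0.34, adjusted p = 4.36e-08; 11.7 against 653 CPM), Spib (4.34, adjusted p = 1.57e-04), Kit (4.32, adjusted p = 3.93e-07) and Emilin3 (3.66, adjusted p = 3.67e-06). Rps27 shares 57.9% of its 100-base words with Rps27rt in GENCODE vM21, which itself changed by −9.23 (adjusted p = 2.84e-08) and has 89.5% of its words in Rps27. The summed CPM of the 2 genes and of the pseudogene Gm7429, chosen after the values were seen, differed by 0.22 on the log2 scale (exact 2-sided permutation p = 0.529). The other large decreases were Krt75 (at least 477-fold lower, adjusted p = 3.35e-04), Crtac1 (−7.79, adjusted p = 3.91e-06), Cst6 (−6.52, adjusted p = 0.00165) and Gfra3 (−6.09, adjusted p = 4.08e-05). Kit lies in a stretch of 31 neighbouring genes that rose together by a median of 1.05 after GC correction.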

**Figure 4:**
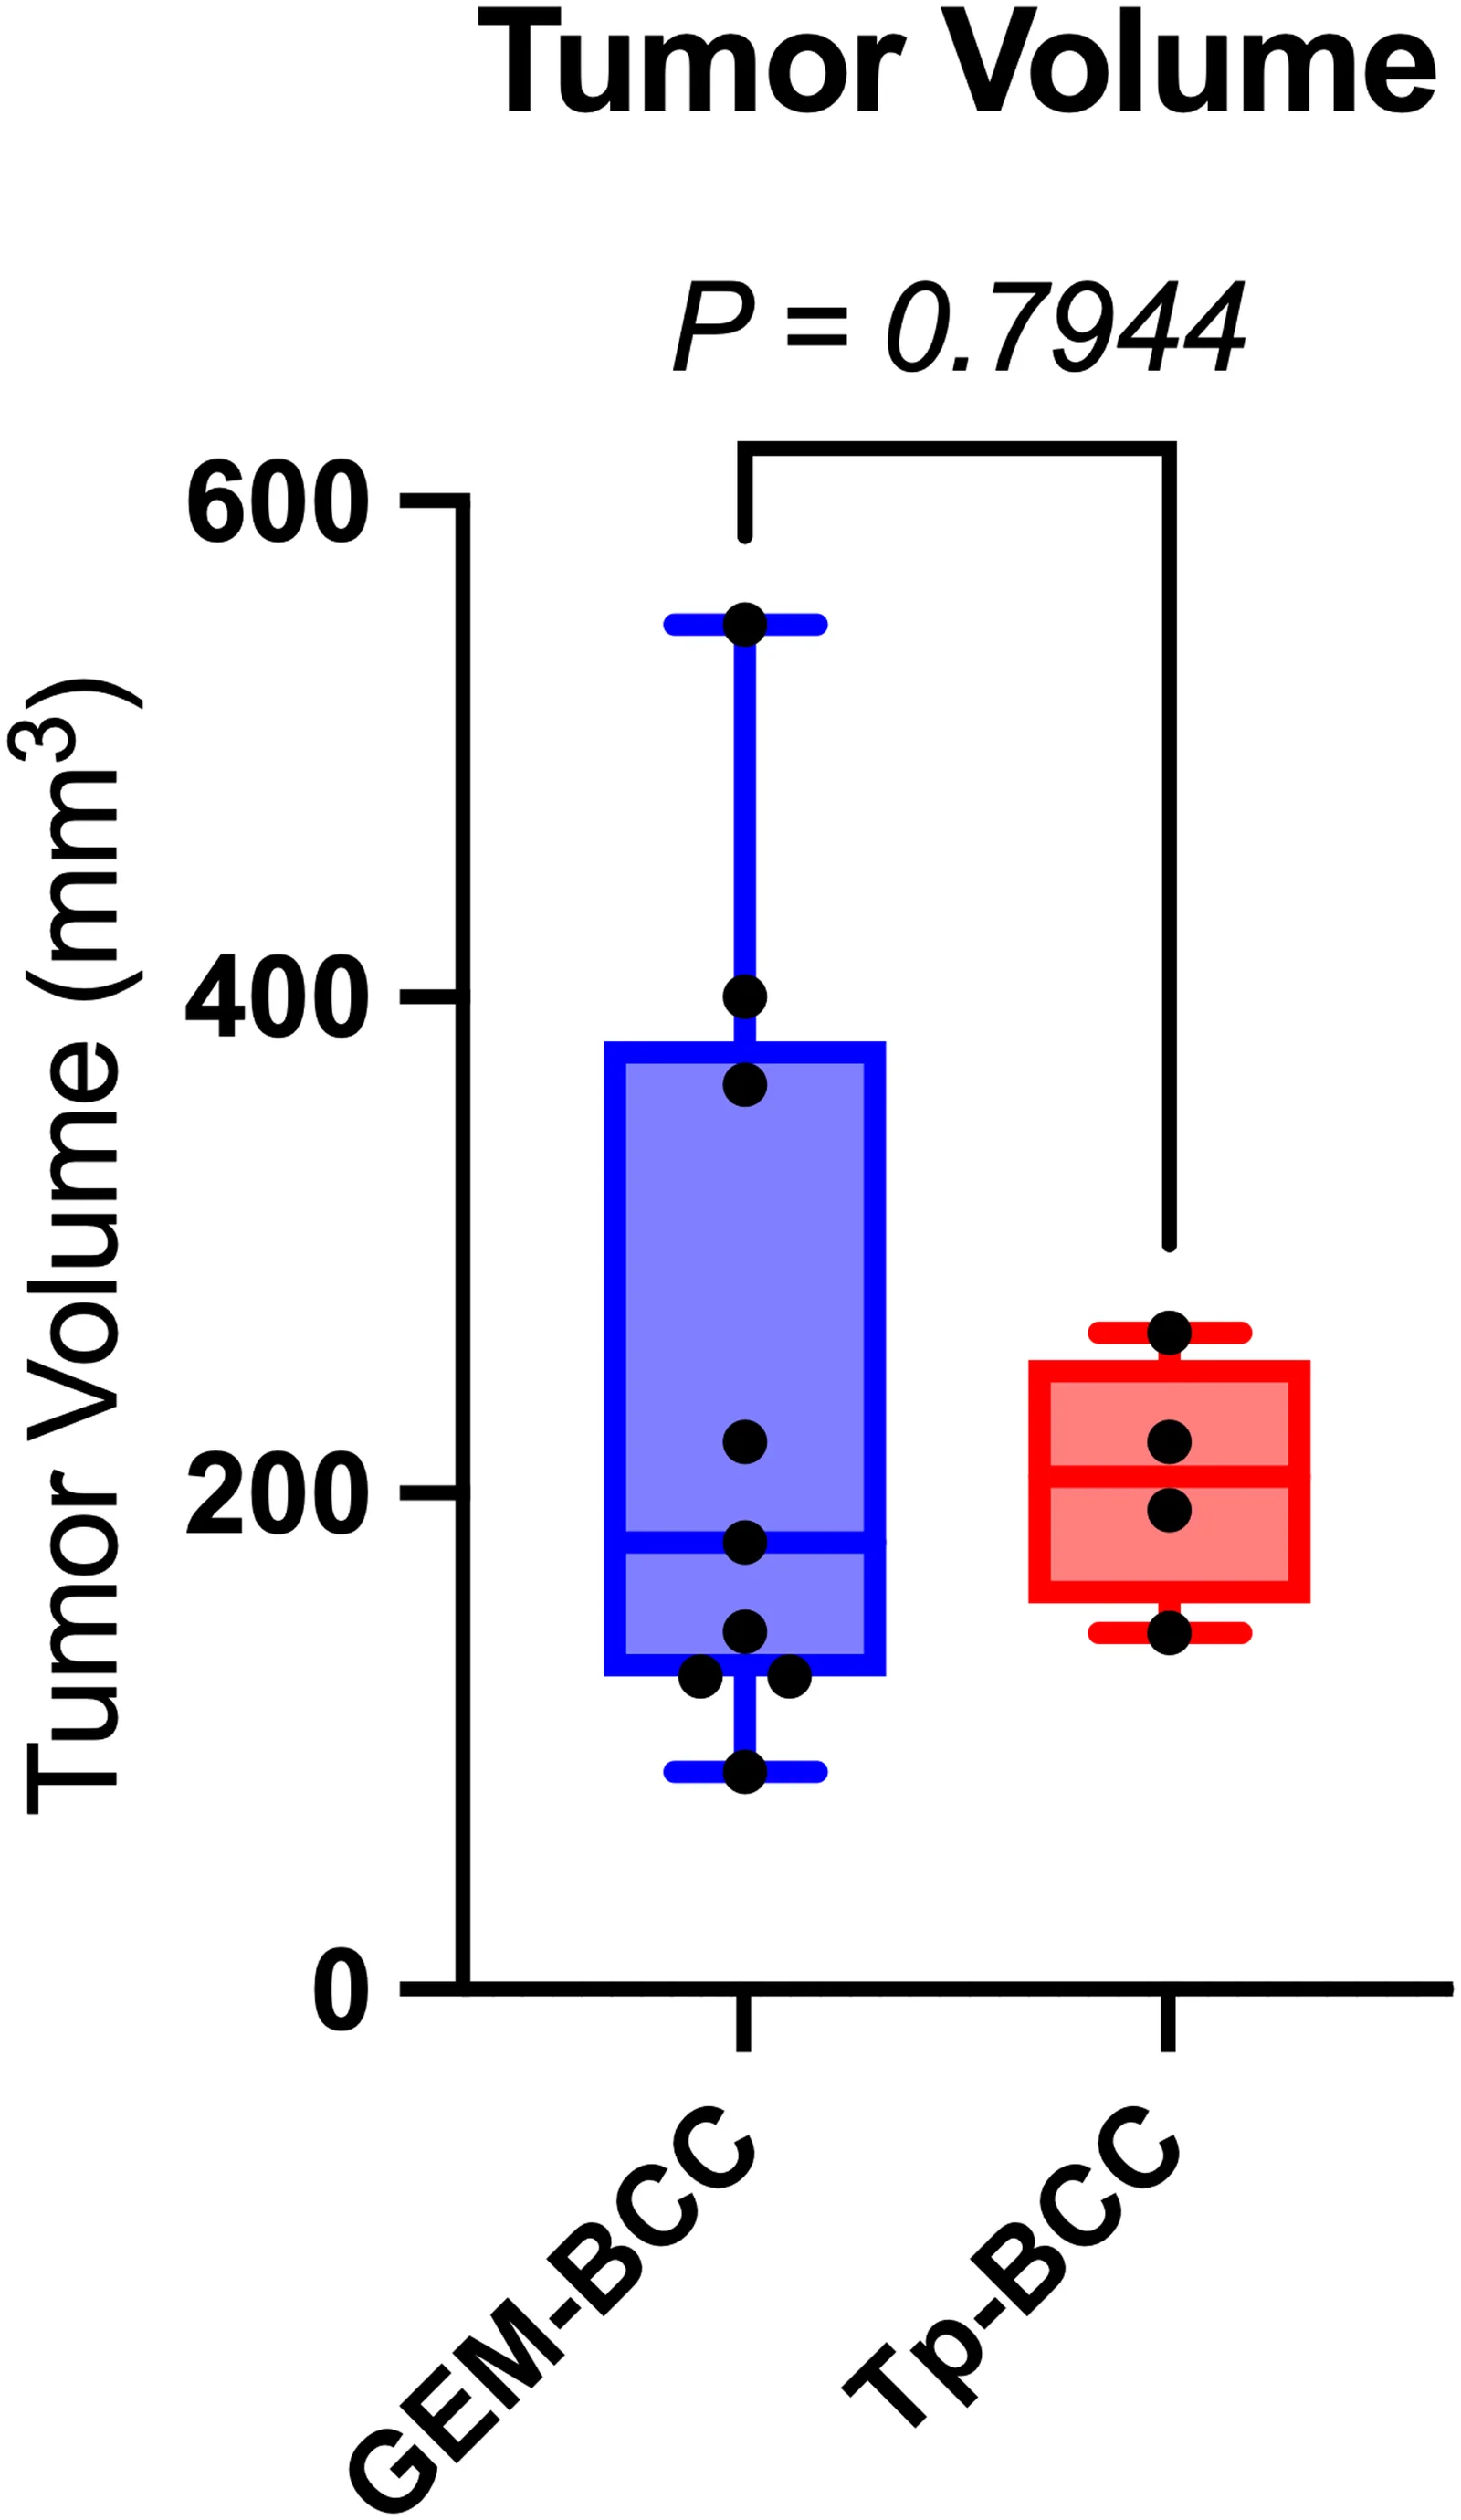
**Tumor volume (mm^3^) of RNA sequenced tumors.** Tp-BCC (n = 4) and GEM-BCC tumors (n = 9). Mann-Whitney U test was used for statistical testing. BCC, basal cell carcinoma; GEM-BCC, genetically engineered mouse BCC; Tp-BCC, transplantable BCC.

**Figure 5:**
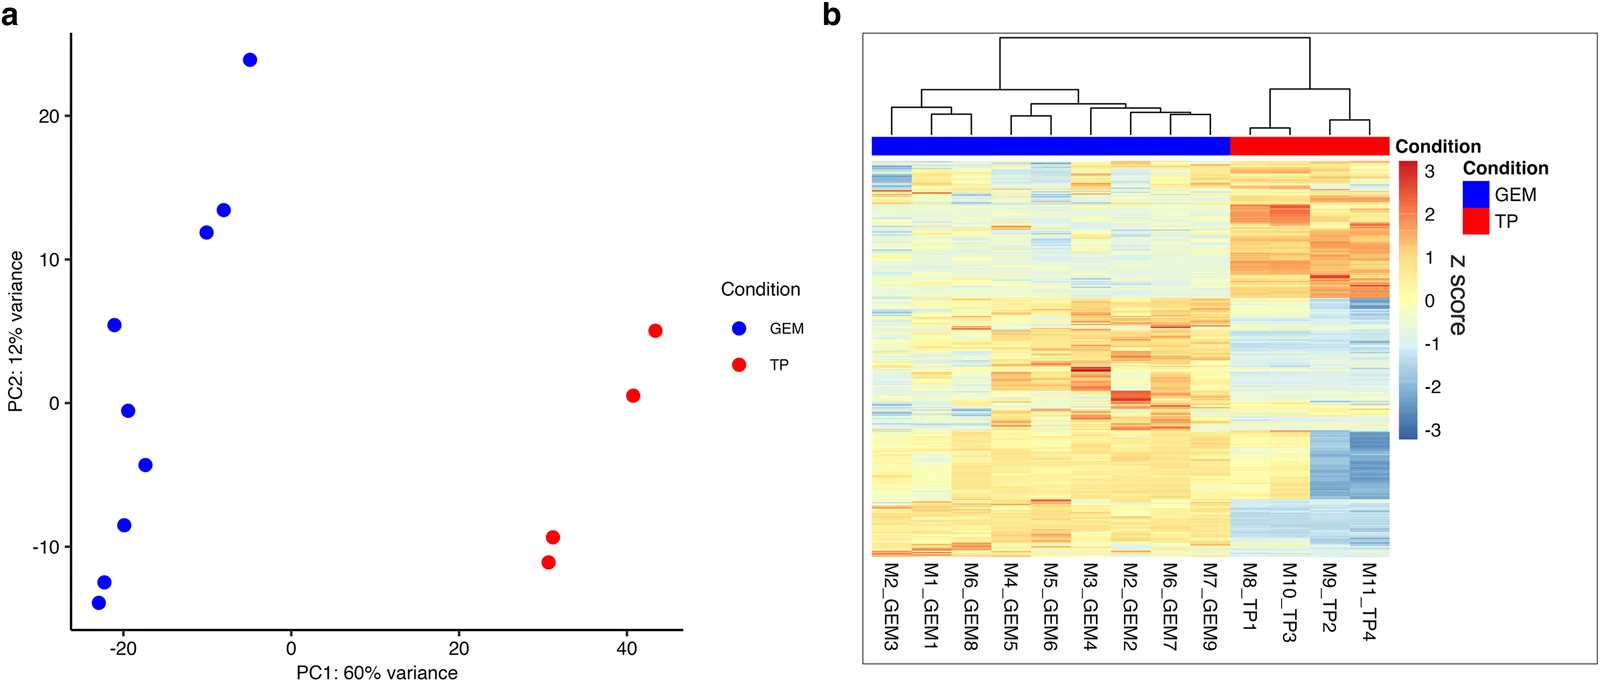
**Principal component analysis and unsupervised hierarchical clustering of Tp-BCC and GEM-BCC tumors based on the 500 most variable genes.** (**a**) PCA of GEM-BCC (n = 9) and Tp-BCC (n = 4) tumors based on variance-stabilized transformed read counts from the 500 genes with the most variance. **(b)** Heatmap and unsupervised hierarchical clustering based on variance-stabilized transformed read counts from the 500 genes with the most variance of GEM-BCC and Tp-BCC tumors. Z-scores are scaled by row. Individual mouse and tumor identification are labeled for each sample. BCC, basal cell carcinoma; GEM-BCC, genetically engineered mouse BCC; PCA, principal component analysis; Tp-BCC, transplantable BCC.

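Instead of GO terms, 36 lists of genes written before the data were examined were tested, and 33 of them had at least 3 tested genes. Limma's camera, run on the edgeR fit with a preset correlation of 0.01 between genes, asks whether the genes of a list changed more than the other genes, and its 2-sided p-values were adjusted over the 33 lists. Of these, 10 lists had an adjusted p-value under 0.05. The treatment of correlation between genes moved this number most. When fry, which keeps the correlation present in the tumors, was used, 9 of the 10 held, all but the keratinization list. With a correlation estimated for each list from these tumors, 0 lists passed and 5 of 33 had an unadjusted p-value under 0.05. In 100 of the 715 ways to split the 13 tumors into 9 and 4, the real one included, 35 splits had at least as many lists past camera as the real one.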

To explore the functional implications of the transcriptional differences between the 2 tumor models, we performed gene set enrichment analysis using Gene Ontology (GO) terms, including biological processes, cellular components, and molecular functions. 

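The list of cell division genes rose in Tp-BCC tumors (51 genes, median log2 fold change 1.01, camera adjusted p = 1.46e-08), with 50 of its genes higher. Its score, the mean over genes of log2 CPM relative to all tumors, was −0.24 ± 0.53 in GEM-BCC (n = 9) and 0.55 ± 0.65 in Tp-BCC tumors (n = 4; exact 2-sided permutation p = 0.0392, or 0.0718 adjusted over the 33 lists). Kinetochore and centromere genes (37 genes, median 0.73, adjusted p = 1.33e-05) and DNA replication genes (49 genes, median 0.63, adjusted p = 1.14e-05) were higher as well. Among the best-expressed members, Ncapd2 changed by 1.43 (adjusted p = 0.00392), Mcm5 by 1.53 (adjusted p = 0.00944) and Top2a by 0.33 (adjusted p = 0.707). In the list of keratinization and cornified envelope genes 28 of 32 were lower, with a median of −1.65 (camera adjusted p = 0.00127, fry adjusted p = 0.109). Of these 32, 11 were called. The score of this list was 0.50 ± 1.27 in GEM-BCC and −1.13 ± 0.10 in Tp-BCC (exact p = 0.0308, adjusted 0.0597). With the stricter filter 21 genes were left and the adjusted p was 0.0982 (range over all alternatives 4.21e-06 to 0.654). Keratin genes (36 genes, median −2.06, or −1.14 with bounds in place of folds, adjusted p = 8.02e-05) and desmosome genes (17 genes, median −2.02, or −1.81 with bounds, all lower, camera adjusted p 1.14e-05) passed too. Potassium channel genes (56 genes, median −0.43) had an adjusted p of 0.312 by camera, 0.0166 by fry and 0.00721 by fgsea. The potassium channel score was lower by 0.47 in Tp-BCC (exact 2-sided permutation p = 0.0028, adjusted 0.0132). In 20 of the 100 splits of the tumors the p-value of the cell division list was at least as small, and in 30 that of the keratinization list.

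**Figure D2:**
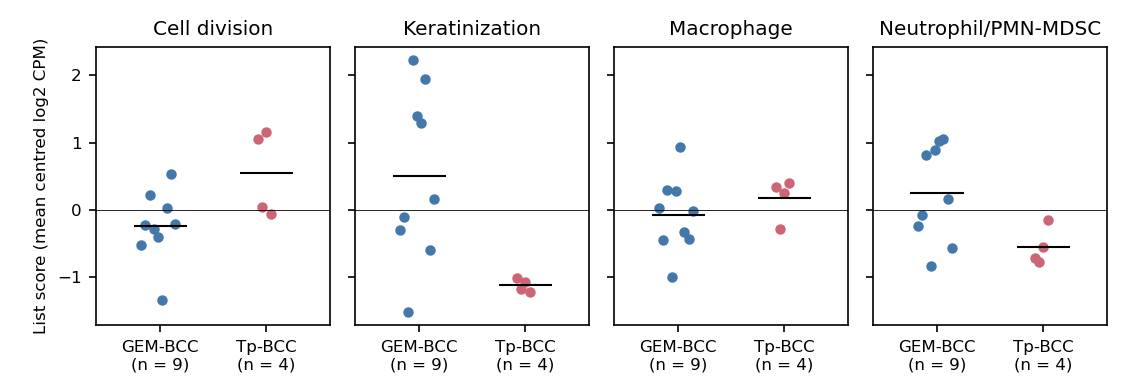
Scores of 4 gene lists in each tumor. Panels show cell division, keratinization, macrophage markers, and neutrophil and PMN-MDSC markers. Each point is 1 tumor, grouped by model on the horizontal axis, horizontal lines are model means, and the vertical axis is the list score in log2 CPM relative to the mean of all tumors. Of the Tp-BCC points, TP1 and TP3 lie above all GEM-BCC points for cell division and the other two among them. The Tp-BCC points lie low and close together for keratinization, and among the GEM-BCC points for macrophage markers.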

The gene set enrichment analysis revealed that gene sets associated with cell division were upregulated in Tp-BCC tumors, whereas genes associated with epithelial cell differentiation and keratinization were downregulated (Figure 6a–c). We also evaluated the expression of individual genes related to Hh signaling, other BCC-related genes, and immunosuppression (Figure 6d). 

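Of the genes in these 3 groups, 20 of 22 Hh genes, 8 of 8 other BCC-related genes and 17 of 25 immunosuppressive genes could be tested. Tested as whole lists, the Hh genes had a median log2 fold change of 0.32 (14 of 20 higher), the BCC-related genes of −0.41 (2 of 8 higher) and the immunosuppressive genes of −0.76 (6 of 17 higher). None passed camera with the settings used throughout. The BCC-related genes, with an adjusted p of 0.0704 there, passed camera without a filter (0.0440), without TP4 (0.0139) and after GC correction (0.00897), and fry with an adjusted p of 1.95e-05, and their score was lower in each of the 4 Tp-BCC tumors than the median GEM-BCC score (exact 2-sided permutation p = 0.0014).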

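Igf2 was the 1 Hh gene called, with a log2 fold change of −6.50 (SE 1.58, adjusted p = 0.0106; 319.8 ± 380.5 CPM in GEM-BCC, n = 9, and 3.55 ± 2.08 in Tp-BCC, n = 4). Leaving out 1 tumor at a time gave −6.95 to −6.01. Its counts ran from 29 to 86 in Tp-BCC and from 53 to 34631 in GEM-BCC tumors, and both extremes of the GEM-BCC range came from 1 mouse (GEM2 and GEM3). Its longest transcript shares 75.7% of its 100-base words with Gm49394 in GENCODE vM21. The other 19 genes changed by −0.87 to 1.28. With Igf2, 5 of the 20 tested genes had an adjusted p-value under 0.05 when adjusted over all genes, and 5 when adjusted over the list alone, of which 1 was called.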

Among the Hh pathway genes, only *Igf2* was differentially expressed in Tp-BCC compared with GEM-BCC. 

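Krt15 changed by −4.03 (log2, SE 0.56, adjusted p = 2.08e-04), from 762 ± 482 CPM in GEM-BCC (n = 9) to 46.6 ± 21.7 in Tp-BCC tumors (n = 4). Its counts did not overlap between models (7986 to 51799 against 469 to 1038), and the fold ranged from −4.41 to −3.79 when tumors were left out 1 at a time. The other 7 genes changed by −1.57 to 0.70, among them Lgr5 (−1.57, SE 0.38, adjusted p = 0.0109), Trp53 (−0.84, adjusted p = 0.0211) and Mki67 (0.70, SE 0.58, adjusted p = 0.414), whose change was −0.24 without TP3. At the adjusted p-value alone, 3 of the 8 genes passed when adjusted over all genes and 3 when adjusted over the list alone.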

Of the BCC-related genes, *Krt15*, encoding K15, was downregulated in Tp-BCC. 

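Of 17 immunosuppressive genes tested, Arg2 and Havcr2 were called. Arg2 changed by −2.82 (SE 0.80, adjusted p = 0.0230), from 8.90 ± 7.91 to 1.25 ± 0.63 CPM (n = 9 and 4). Havcr2 had 2 to 34 counts in GEM-BCC and 0 to 3 in Tp-BCC tumors and was at least 2.95-fold lower (adjusted p = 0.0221). Arg1 had no more than 1 count in any Tp-BCC tumor and was at least 3.80-fold lower, with an adjusted p of 0.0693 in edgeR (range over all alternatives, tumors left out included, 0.0122 to 0.158). DESeq2 without shrinkage called Arg1 too (adjusted p = 0.0123). Across these genes 5 had an adjusted p-value under 0.05 when adjusted over all genes, 8 when adjusted over the list alone (3 of them called), and 9 an unadjusted p-value under 0.05. Apart from the fold threshold, the omission of single Tp-BCC tumors moved the calls most. Only Havcr2 was called without TP1, and 0 genes were called without TP2 or without TP4, while 9 of 17 had an unadjusted p-value under 0.05 in each of these last fits.

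**Figure D3:**
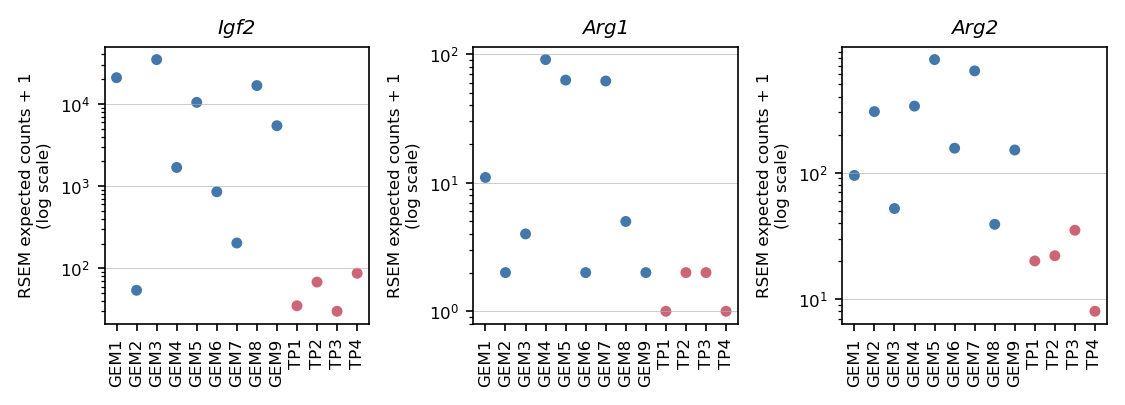
Counts of Igf2, Arg1 and Arg2 in each tumor. Each point is 1 tumor, grouped by model on the horizontal axis, and the vertical axis is counts plus 1 on a log scale, not corrected for the lower sequencing depth of the Tp-BCC tumors. The Igf2 points of GEM-BCC spread over several orders of magnitude, and the Arg1 points of Tp-BCC lie at the floor.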

For immune suppressive genes, only *Arg1* and *Arg2* showed differential expression between the 2 tumor models (Figure 6d). Detailed log_2_ fold changes and adjusted *P*-values for all selected genes are listed in Table 1.

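Besides the genes called, nominal changes were frequent among the selected genes, with an unadjusted p-value under 0.05 in 10 of 20 Hh genes, 3 of 8 BCC-related genes and 9 of 17 immunosuppressive genes. Nos2 rose by 1.61 (SE 0.37, adjusted p = 0.00805) and Lgals9 by 1.40 (SE 0.29, adjusted p = 0.00424), and Vsir fell by 1.48 (SE 0.31, adjusted p = 0.00432), all under the fold threshold. Ccl17 had a fold of −2.57 with an SE of 1.44 (adjusted p = 0.221).

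**Figure D4:**
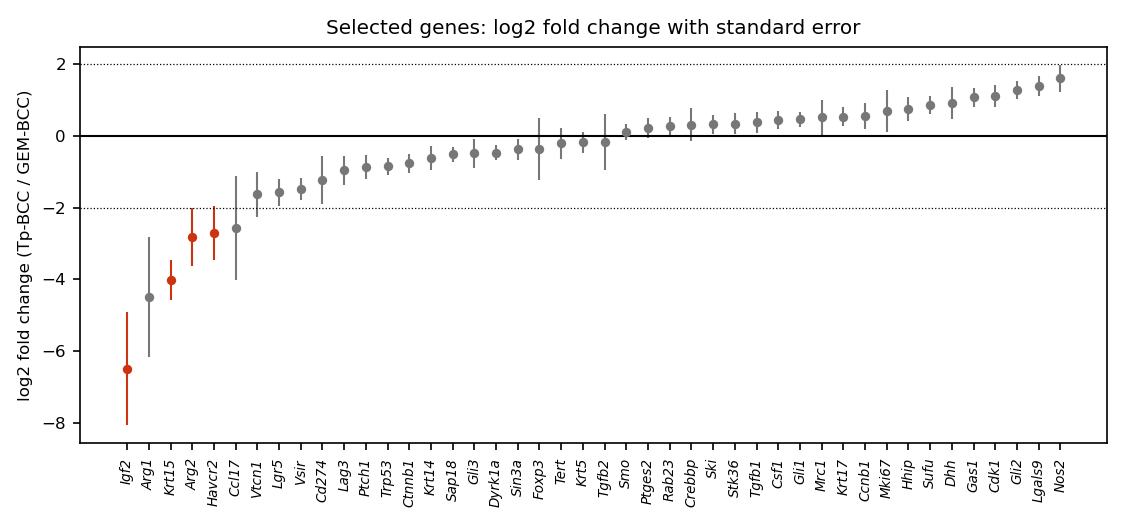
Log2 fold changes of the selected genes that could be tested, with 1 gene left out. Each point is 1 gene, sorted along the horizontal axis by its edgeR log2 fold change (Tp-BCC over GEM-BCC), which the vertical axis shows with bars of 1 standard error. Red points are called genes and dotted lines mark fold changes of −2 and 2. Arg1 and Havcr2 have 3 or fewer counts in every Tp-BCC tumor, so their points are fitted values of genes at the floor. Most points lie between the dotted lines.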

**Figure 6:**
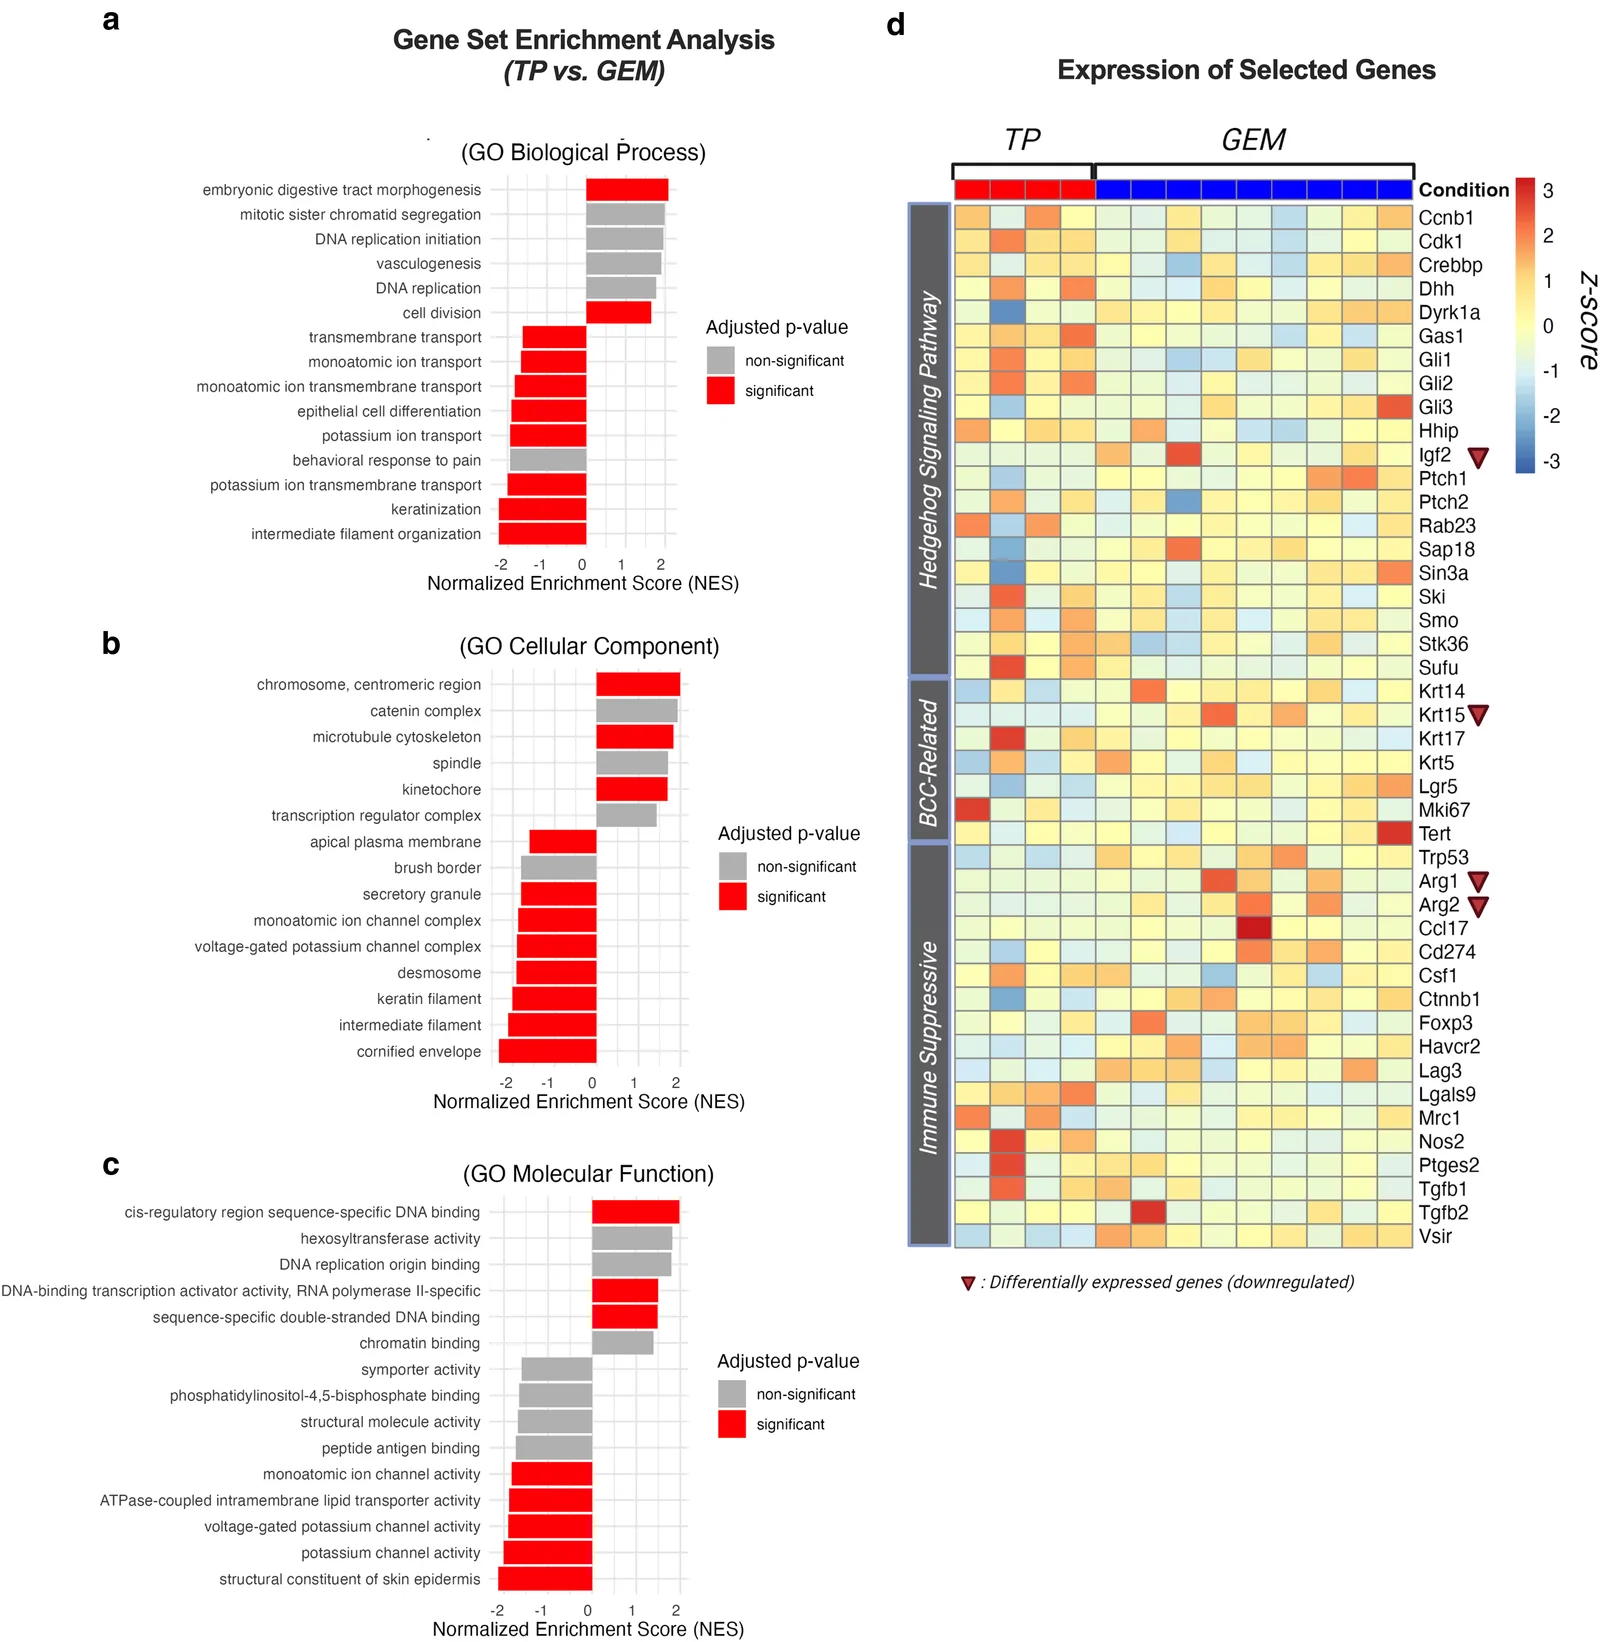
**Transcriptional analysis of BCC tumors revealed broadly similar expression profiles of tumor relevant genes.** (**a–c**) Top 15 enriched pathways from Gene set enrichment analysis using GO domains: **(a)** Biological Process, **(b)** Cellular Component, and **(c)** Molecular Function, comparing TP BCC and GEM BCC tumors. Bars represent NES; red indicates significant pathways (Adjusted *P* < .05), grey indicates non-significant pathways (Adjusted *P* > .05). **(d)** Heatmap of normalized (z-score) counts for genes related to Hedgehog signaling, BCC tumor-related, and immune suppressive genes in TP and GEM tumors. Red triangles mark downregulated genes in TP tumors (Adjusted *P* < .05, absolute log_2_ fold change (TP/GEM) >2). BCC, basal cell carcinoma; GEM, genetically engineered mouse BCC; GO, gene ontology; NES, normalized enrichment scores; TP, transplanted BCC.

**Table 1:** List of Individual Genes Shown in Figure 6d

Gene	Log_2_FC (TP/GEM)	*P*-adj	Protein Name
**Hedgehog Signaling Pathway-related genes**			
*Ccnb1*	0.35	.2989	Cyclin B1
*Cdk1*	0.84	.0053	Cyclin-dependent kinase 1
*Crebbp*	0.17	.6668	CREB-binding protein
*Dhh*	0.49	.1783	Desert hedgehog protein
*Dyrk1a*	−0.41	.0734	Dual specificity tyrosine-phosphorylation-regulated kinase 1A
*Gas1*	0.82	.0042	Growth arrest-specific 1
*Gli1*	0.38	.1191	Zinc finger protein Gli1
*Gli2*	1.05	.0001	Zinc finger protein Gli2
*Gli3*	−0.31	.3714	Zinc finger protein Gli3
*Hhip*	0.51	.1132	Hedgehog-interacting protein
***Igf2***	**−5.90**	**< .0001**	**Insulin-like growth factor 2**
*Ihh*	N/A	N/A	Indian hedgehog protein
*Ptch1*	−0.64	.0339	Patched 1
*Ptch2*	0.12	.7262	Patched 2
*Rab23*	0.21	.4801	Ras-related protein Rab-23
*Sap18*	−0.46	.0355	Sin3A-associated protein 18
*Shh*	N/A	N/A	Sonic hedgehog protein
*Sin3a*	−0.28	.3668	SIN3 Transcription Regulator Family Member A
*Ski*	0.24	.4181	Protein homolog of avian sarcoma viral (v-ski) oncogene
*Smo*	0.08	.7704	Smoothened, frizzled class receptor
*Stk36*	0.25	.4215	Serine/threonine-protein kinase 36
*Sufu*	0.69	.0094	Suppressor of fused homolog
**Other BCC Tumor-related Genes**			
*Krt14*	−0.45	.1492	Keratin 14
***Krt15***	−**3.91**	**< .0001**	**Keratin 15**
*Krt17*	0.41	.1375	Keratin 17
*Krt5*	−0.15	.6565	Keratin 5
*Lgr5*	−1.29	.0002	Leucine-rich repeat-containing G-protein coupled receptor 5
*Mki67*	0.33	.3825	Marker of proliferation, Ki-67
*Tert*	−0.13	.7388	Telomerase reverse transcriptase
*Trp53*	−0.72	.0023	Tumor protein p53
*Continued*			
**Immune Suppressive Genes**			
***Arg1***	**−2.17**	**.0122**	**Arginase-1**
***Arg2***	**−2.39**	**.0003**	**Arginase-2**
*Ccl17*	−0.68	.1257	C-C chemokine ligand 17
*Cd274*	−0.58	.1288	Programmed cell death 1 ligand 1
*Csf1*	0.33	.2440	Macrophage colony-stimulating factor 1
*Ctla4*	N/A	N/A	Cytotoxic T-lymphocyte associated protein 4
*Ctnnb1*	−0.62	.0163	Catenin beta-1
*Foxp3*	−0.11	.7850	Forkhead box P3
*Havcr2*	−1.68	.0088	Hepatitis A virus cellular receptor 2
*Ido1*	N/A	N/A	Indoleamine 2,3-dioxygenase 1
*Ido2*	N/A	N/A	Indoleamine 2,3-dioxygenase 2
*Il10*	N/A	N/A	Interleukin-10
*Il4*	N/A	N/A	Interleukin-4
*Lag3*	−0.65	.0506	Lymphocyte activation gene 3
*Lgals9*	1.12	.0003	Galectin-9
*Mrc1*	0.27	.4658	Mannose receptor C-type 1
*Nos2*	1.25	.0005	Nitric oxide synthase, inducible
*Pdcd1*	N/A	N/A	Programmed cell death protein 1
*Pdcd1lg2*	N/A	N/A	Programmed cell death 1 ligand 2
*Ptges2*	N/A	N/A	Prostaglandin E synthase 2
*Tgfb1*	0.27	.4029	Transforming growth factor beta-1
*Tgfb2*	−0.07	.8793	Transforming growth factor beta-2
*Tigit*	N/A	N/A	T cell immunoreceptor with immunoglobulin and ITIM domain
*Vctn1*	N/A	N/A	V-set domain-containing T-cell activation inhibitor 1
*Vsir*	−1.28	< .0001	V-set immunoregulatory receptor

Abbreviations: BCC, basal cell carcinoma; GEM-BCC, genetically engineered mouse BCC; Log_2_FC, Log_2_ fold change; *P-*adj, Adjusted *P*-value; Tp-BCC, transplantable BCC.

Genes in bold were differentially expressed in Tp-BCC tumors compared with GEM-BCC tumors (TP/GEM) (*P-*adj < .05, absolute Log_2_ fold change > 2). N/A indicates genes with too low read counts to be included in analysis.

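Of the 12 genes given as N/A, 10 had at least 10 counts in no more than 3 tumors, and the highest count among these 10 was 40, for Ctla4. Ido1 and Il4 have a value in the 9 GEM-BCC tumors alone. The other two were testable: Ptges2 reached 10 counts in all 13 tumors (change 0.22, adjusted p = 0.588) and Vtcn1, written Vctn1 in the table, in 10 tumors (−1.63, adjusted p = 0.0775). Tigit had at most 4 counts and Il10 at most 2 in any tumor, so a change in these genes could not be measured at this depth.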

## Discussion

In this study, we established a Tp-BCC tumor model in immunocompetent mice by transplanting tumor cells derived from the GEM-BCC model. The Tp-BCC model retains key features of the GEM-BCC model while providing practical advantages for preclinical studies, including synchronized tumor growth, reduced variability, and high-throughput testing.

The Tp-BCC showed an increased tumor growth rate and a reduced latency period from the first to the fifth generation of in vivo passaging. The increased growth rate is consistent with previous findings in the allograft BCC model established by Epstein Jr’s research group (Wang et al, 2011b). Because the same number of cells was inoculated in each passage, serial in vivo passaging likely caused a natural selective pressure favoring highly proliferative tumor cells and thereby generated a homogeneous tumor cell population over time. Tp-BCC tumors exhibited a more homogeneous histological organization than GEM-BCC tumors. This is potentially caused by an increased ratio of tumor cells to stromal cells in the inoculum over passaging generations.

The selective pressure is further supported by the decreased K14 protein expression observed in the Tp-BCC tumors at the 13^th^ generation of in vivo passaging compared with GEM-BCC tumors, although this difference did not reach statistical significance. Importantly, Tp-BCC tumors retained detectable K14 expression at this late passage, which indicates partial maintenance of basal epithelial characteristics despite extensive passaging. Because K14 expression was assessed only at the 13^th^ generation and not across earlier or later passages, the long-term persistence cannot be determined from the current study. Nevertheless, the reduced K14 expression suggests that while K14 is important for tumor initiation in the GEM-BCC model, it may be less essential for continued tumor growth following subcutaneous transplantation and therefore becomes downregulated during in vivo passaging. This interpretation is supported by the reduced *Krt15* gene expression observed in the transcriptional profiling of Tp-BCC tumors. 

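The RNA of the other keratins among the BCC-related genes changed less than that of Krt15. Krt14 changed by −0.61 (SE 0.33, adjusted p = 0.204; 2599 ± 857 CPM in GEM-BCC, n = 9, and 1702 ± 887 in Tp-BCC, n = 4), and leaving out 1 tumor at a time gave −1.02 to −0.40. Over the other alternatives the change of Krt14 was −1.05 to −0.45, with adjusted p-values of 0.0117 to 0.204. Krt5 changed by −0.18 (SE 0.29, adjusted p = 0.687; 7502 ± 1805 and 6625 ± 3174 CPM) and by 0.02 without TP3. Krt17 changed by 0.54 (SE 0.26, adjusted p = 0.147; 2773 ± 515 and 4039 ± 1912 CPM). Of the 5 best-expressed keratin genes, Krt79 fell along with Krt15 (−6.05, SE 1.07, adjusted p = 0.00138).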

K15 is a marker of basal stem cells in the stratified epithelial tissue and has been reported to be upregulated in nodular BCCs and to play an important role in maintaining epithelial integrity (Jih et al, 1999; Kurzen et al, 2001; Lloyd et al, 1995; Porter et al, 2000). Together, reduced K14 and *Krt15* expression, along with downregulation of genes associated with epithelial cell differentiation and structural components of the epidermis, suggests that Tp-BCC tumor cells undergo partial dedifferentiation from their basal epithelial lineage, potentially as a consequence of serial transplantation in the subcutaneous tissue.

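Structural genes of the epidermis changed unevenly. In the desmosome list Perp changed by −2.18 (SE 0.62, adjusted p = 0.0233) and Dsp by −1.63 (SE 0.37, adjusted p = 0.00724), while Jup (−0.03, adjusted p = 0.961) and Pkp3 (−0.21, adjusted p = 0.607) did not. Perp lies in a stretch of neighbouring genes raised in GEM4, where it was raised by 2.72 on the log2 scale. Its fall may thus rest in part on this tumor, and its change without GEM4 is not given here. The hair follicle and hair shaft list had a median of −1.12 (−0.59 with bounds; camera adjusted p = 0.00533, and 0.145 under the other reading of the filter). Among its best-expressed genes Lhx2 (0.32, adjusted p = 0.487), Sox9 (0.08, adjusted p = 0.887) and Tbx1 (−0.09, adjusted p = 0.853) hardly changed. Hoxc13 changed by −0.48 (SE 0.19, adjusted p = 0.0935) and Cd34 by 0.32 (adjusted p = 0.433). Sebaceous gland markers (8 genes, median −0.42, adjusted p = 0.732) and keratin-associated protein genes (4 genes, median −0.43, adjusted p = 0.772) did not pass camera, although the sebaceous gland score was lower by 0.62 in Tp-BCC (exact 2-sided permutation p = 0.0112, adjusted over the 33 lists 0.0336). Among the best-expressed keratinization genes, Ppl changed by −1.01 (adjusted p = 0.146) and Calml3 by 0.18 (adjusted p = 0.875). Whether these genes belong to tumor cells or to skin excised with the dermal tumors was not measured, and across the 7 GEM-BCC mice the keratinization and sebaceous gland scores had r = 0.597 (permutation p = 0.144; rho 0.821, p = 0.0341; r = 0.832 without the 2 farthest mice; 9 relations tested, adjusted p = 0.215).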

When evaluating therapeutic responses, it is important to consider the role of the immune system, as previous studies have shown that the immune system can affect the efficacy of conventional treatments such as chemotherapy and radiation therapy (Apetoh et al, 2007; Nowak et al, 2003; Zitvogel et al, 2008). A key advantage of the Tp-BCC model is its establishment in immunocompetent mice, making it suitable for studying treatment responses in the context of an intact immune system, whereas the allografted BCC model developed by Epstein Jr’s group relies on immunocompromised mice. The immune cell composition within the tumor microenvironment was investigated because it is known to influence treatment outcome in solid tumor models (Sato et al, 2021; Yu et al, 2018). Here, we found that the Tp-BCC tumors were poorly immune infiltrated by immune cells, which comprised less than 5% of all viable cells found in the tumor, similar to the GEM-BCC. Although the overall immune composition was broadly comparable between the 2 models, Tp-BCC tended to show less intertumoral variation across immune cell populations. Tp-BCC tumors exhibited a significantly lower proportion of polymorphonuclear-myeloid-derived suppressor cells and tumor-associated macrophages compared with GEM-BCC tumors. Both cell populations are known to be contributors to an immunosuppressive environment (DeNardo and Ruffell, 2019; Raskov et al, 2022). Consistently, GEM-BCC tumors showed significantly higher expression of the immunosuppressive enzymes, Arg-1 and Arg-2, which are known to be predominantly expressed by tumor-associated macrophages and polymorphonuclear-myeloid-derived suppressor cells and have been associated with poor clinical outcomes across multiple cancer types (Ino et al, 2013; Lang et al, 2018; Pokrývková et al, 2021). 

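Arg1 was high in 3 GEM-BCC tumors, with 90 counts in GEM4, 62 in GEM5 and 61 in GEM7, and had 1 to 10 counts in the other GEM-BCC tumors. Arg2 had its highest counts in GEM5 (783) and GEM7 (637) and its lowest in GEM8 (38), and Tp-BCC tumors had 7 to 34 at a lower depth. Leaving out 1 tumor at a time put the edgeR adjusted p of Arg2 between 0.0122 and 0.0719 and, in the 9 such fits that kept Arg1, that of Arg1 between 0.0573 and 0.158. Another macrophage gene of the same table, Mrc1, changed by 0.53 (adjusted p = 0.463).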

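Myeloid content was estimated from RNA of whole tumors with 2 marker lists. The paper counted these cells by flow cytometry and found lower shares of macrophages and PMN-MDSCs in Tp-BCC. Macrophage markers (20 genes, 14 of them higher in Tp-BCC) had a median log2 fold change of 0.30 (camera adjusted p = 0.516), and their score was higher by 0.25 in Tp-BCC tumors (n = 4 against 9, exact 2-sided permutation p = 0.429). Neutrophil and PMN-MDSC markers (9 genes tested, 4 of them higher) had a median of −1.14 (camera adjusted p = 0.384) and a score difference of −0.80 (exact p = 0.0629). Of the 2 lists, 0 passed adjustment and 0 had an unadjusted camera p-value under 0.05. A fall in macrophage score as large as the bound on Arg1 (−1.93 on the log2 scale) had an exact p of 0.0014, and one as large in the neutrophil and PMN-MDSC score an exact p of 0.00839. T cell markers (6 genes, median −0.88) had an adjusted p of 0.722. Across 7 GEM-BCC mice Arg1 had r = −0.643 with the macrophage score (permutation p = 0.119, rho −0.500; r = 0.0540 without the 2 farthest mice) and r = −0.149 with the neutrophil and PMN-MDSC score (permutation p = 0.733, rho −0.321; r = 0.0266 without the 2 farthest).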

The reduced Arg1 and Arg2 expression in Tp-BCC tumors therefore likely reflects the decreased abundance of these myeloid populations and suggests that the microenvironment of Tp-BCC tumors may harbor a less myeloid-driven immune suppression than that of GEM-BCC tumors.

Despite these differences, the immune infiltration of both models was low compared with commonly used syngeneic cell-line-derived transplanted models, in which immune cells often constitute between 20% and 70% of all viable cells within the tumor (Carretta et al, 2024; Jin et al, 2022; Sato et al, 2021). Both BCC models also showed low infiltration of CD8^+^ and CD4^+^ T cells compared with the widely used CT26 and MC38 cell-line-derived tumor models (Carretta et al, 2024; Sato et al, 2021; Yu et al, 2018). Consistent with our findings, human BCC has been reported to display low immune infiltration, particularly of CD8^+^ T cells (Omland et al, 2022). Reduced HLA class I expression has also been associated with low T cell infiltration in human BCC (Oka et al, 2025). 

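Of 12 MHC class I genes tested, H2-K1, H2-Q6 and H2-Q7 were called. H2-K1 was at least 18.5-fold higher in Tp-BCC (adjusted p = 1.41e-06), with 17 to 39 counts against 0 to 1 in GEM-BCC, but its counts summed over tumors were 0.00178% of those of H2-D1 in GEM-BCC and 0.645% in Tp-BCC. H2-Q6 changed by −3.92 (SE 1.11, adjusted p = 0.0225; 62.3 ± 57.3 and 4.12 ± 2.32 CPM, n = 9 and 4) and H2-Q7 by −3.67 (SE 1.21, adjusted p = 0.0448), and these 2 share 10.8% and 16.4% of their 100-base words with other genes in GENCODE vM21. H2-T23 changed by −1.40 (adjusted p = 0.0167), H2-D1 by −0.32 (adjusted p = 0.773) and B2m by 0.23 (adjusted p = 0.768). As a list the 12 genes had a median of −0.34 (camera adjusted p = 0.762), and 14 genes of class I antigen processing one of −0.11 (adjusted p = 0.755). When adjusted over the list alone 4 of the 12 genes had an adjusted p-value under 0.05, and 3 of them were called. The omission of single Tp-BCC tumors moved the calls most: 0 were left without TP1, TP3 or TP4 and 1, H2-Q6, without TP2. In these 4 fits H2-K1 had too few counts to be tested and the adjusted p of H2-Q7 was over 0.05, as was that of H2-Q6 without TP1, TP3 or TP4. There 3 (TP1, TP3, TP4) or 4 (TP2) of 11 genes had an unadjusted p-value under 0.05.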

Analysis of the transcriptional data did not reveal significant differences in major histocompatibility complex class I gene expression between Tp-BCC and GEM-BCC tumors. It remains unclear whether the overall low T cell infiltration observed in the murine BCC tumors is associated with reduced major histocompatibility complex class I expression relative to more immunogenic tumor models.

Global gene expression analysis identified 678 differentially expressed genes between Tp-BCC and GEM-BCC tumors. 

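Several Hh genes changed by less than the fold threshold. Gli2 rose by 1.28 (SE 0.26, adjusted p = 0.00313), from 234 ± 69.0 to 568 ± 197 CPM (n = 9 and 4) without overlap between models. Cdk1 rose by 1.12 (SE 0.30, adjusted p = 0.0181), Gas1 by 1.08 (SE 0.28, adjusted p = 0.0144) and Sufu by 0.88 (SE 0.25, adjusted p = 0.0229). Ptch1 changed by −0.87 (SE 0.34, adjusted p = 0.0809), and its level in TP4 lay apart from the other Tp-BCC tumors. A fold threshold of 1 would call 4 Hh genes. A list of 18 Hedgehog target genes had a median of 0.32 and a camera adjusted p of 0.0590 (range over all alternatives 0.0184 to 0.463). This list passed with fry (0.0184), library size in place of TMM (0.0480) and the length correction (0.0305). It did not pass with fgsea (0.1925) or an estimated correlation (0.463). The score of the list was higher by 0.50 in Tp-BCC (exact 2-sided permutation p = 0.0210, adjusted over the lists 0.0462).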

Notably, none of the Hh signaling pathway-related genes, except for *Igf2* were differentially expressed in the Tp-BCC. Although *Igf2* has been proposed as a downstream target of Hh signaling, its importance in BCC biology is unknown (Hahn et al, 2000). 

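Gli1 had 571 ± 141 CPM in GEM-BCC (n = 9) and 789 ± 141 in Tp-BCC tumors (n = 4), a log2 fold change of 0.46 (SE 0.22, adjusted p = 0.139). Leaving out 1 tumor at a time gave 0.31 to 0.54. Its counts were 11890 to 26985 and 11305 to 13511, far above the floor of 3 counts.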

Importantly, the Tp-BCC tumors maintained *Gli1* expression at levels similar to those of GEM-BCC tumors. This finding suggests that the model can be used for testing drugs targeting the Hh signaling pathway. By contrast, the allografted BCC tumor model developed by Epstein Jr’s research group, displays reduced *Gli1* expression after transplantation (Wang et al, 2011a).

The fact that promising drug efficacy in preclinical cancer studies often fails to translate into human clinical trials suggests that inadequate disease modeling and limited understanding of in vivo mechanisms are key factors contributing to the translational gap (Arrowsmith and Miller, 2013; Johnson et al, 2001; Mullard, 2016). A systematic review by Gengenbacher et al found that 82% of preclinical studies include only 1 tumor model in their studies (Gengenbacher et al, 2017). We therefore propose that including complementary models of increasing biological complexity may enhance the translational value of the preclinical findings. In the therapeutic development framework, the Tp-BCC model would be particularly useful for early-stage drug candidate screening, dose optimization, and drug mechanism-of-action studies before final evaluation in the more clinically relevant GEM-BCC model. The practical advantages of the Tp-BCC model in early stages are also reflected in its higher throughput and shorter latency, with 6^th^ generation. Tp-BCC tumors becoming palpable after a mean of 14 days compared with 96 days for GEM-BCC tumors. However, because the Tp-BCC tumors form following injection of cancer cells, the model is not suited for studying the tumorigenesis of BCC, including tumor initiation and immune editing. In addition, Tp-BCC tumors develop in an ectopic subcutaneous location, which may influence antitumor immune responses. For example, intradermally implanted tumors have been reported to be more readily rejected than subcutaneous tumors because the higher density of dendritic cells in the dermis enables recruitment and antigen presentation (Bonnotte et al, 2003; Joncker et al, 2016). Although the Tp-BCC model does not model human BCC to the same extent as the GEM-BCC model, it offers important practical advantages for therapeutic evaluation, such as reduced latency, lower cost, and increased experimental throughput. Together, these features position the Tp-BCC model as a platform for early-stage therapeutic development, in a setting in which transplantable immunocompetent models are currently lacking. The Tp-BCC model should therefore be considered complementary to the GEM-BCC model rather than a replacement.

Compared with common syngeneic cell-line-derived tumor models used for the evaluation of immunotherapy, such as the CT26 and MC38, the Tp-BCC model offers a disease-relevant platform for BCC research while remaining less resource-intensive than the GEM-BCC model. However, the model also has technical limitations. The Tp-BCC has not been established as a stable in vitro cell line; however, to our knowledge, no currently available mouse BCC cell line forms tumors in immunocompetent mice. In addition, the Tp-BCC model remains dependent on serial in vivo passaging, and thus phenotypic drift over time cannot be excluded. Nevertheless, tumor cells from a Tp-BCC tumor can be cryopreserved and later inoculated into mice, with the potential of generating more than 20 new tumors from a single tumor, thereby reducing the need for continuous passaging. The Tp-BCC model is currently restricted to the mixed genetic background strain of the GEM-BCC mice, for which histocompatibility has not been determined. Determining the haplotype of the GEM-BCC background strain may help identify a commercially available mouse strain that is histocompatible with the Tp-BCC tumor cells and thereby reduce the dependence on the GEM-BCC breeding colony. However, the use of surplus mice from the GEM-BCC breeding process aligns with the *Reduction* principle of the replacement, reduction and refinement (3Rs). Further studies are also needed to determine how well treatment responses in the Tp-BCC model translate into responses in GEM-BCC tumors.

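The 9 GEM-BCC tumors make up 1 batch and the 4 Tp-BCC tumors the other, so batch cannot be fitted beside model. TMM factors ranged from 0.835 to 1.11, and the 10 highest genes took 4.71% to 8.87% of the counts of a tumor. Within the Tp-BCC batch the tumors fell into pairs. A chi-square comparison of counts, divided by its degrees of freedom, was 13.1 for TP1 with TP3 and 75.7 for TP2 with TP4, and at least 164 for every other Tp-BCC pair, with TP2 and TP4 on the opposite side of the GC trend from TP1 and TP3. The 2 batches also differ in which genes have values. Of the genes with values in the GEM-BCC batch alone, 8 average at least 500 counts, among them Ptprv with 17049 and Foxe1 with 3509 (genes named after their values were seen), whereas 0 of 8929 genes with such counts and values in both models have 0 counts in all Tp-BCC tumors.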

A limitation of the gene expression analysis is the potential presence of batch effects due to technical variation introduced by collecting, isolating, and sequencing RNA from Tp-BCC and GEM-BCC tumor samples in separate batches. Although such batch effects cannot be fully excluded, they would be expected to exaggerate gene expression differences between the models. However, the observed overall transcriptomic similarity between Tp-BCC and GEM-BCC was high.

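Technical trends between the batches were measured across genes. Log2 fold changes had a Spearman rho of 0.264 with the GC content of the transcripts and of −0.0736 with their length. Removing the GC trend of each tumor, a step added after the data had been examined, left a rho of −0.0518 and gave 854 calls, 725 of them shared with the uncorrected 801, and removing the length trend gave 825 calls, 773 of them shared. Setting genes without a value to 0 gave 862 calls. In 100 of the possible splits of the 13 tumors into 9 and 4, the largest number of calls in a split other than the real one was 182.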

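The correlation of mean log2 CPM between the models across tested genes was r = 0.919 (jackknife SD 0.0172). Pairs of tumors from the 2 models had a median r of 0.875 (0.800 to 0.918), pairs of GEM-BCC tumors one of 0.940 (0.892 to 0.969) and pairs of Tp-BCC tumors one of 0.914 (0.863 to 0.989). With the GC trend of each tumor removed, the order within models turned around. The median r was then 0.943 for pairs of GEM-BCC tumors and 0.962 for pairs of Tp-BCC tumors. Without an expression filter the correlation between models was 0.954, the largest move among the alternatives. It was 0.911 to 0.930 when tumors were left out 1 at a time. The paper states that batch effects cannot be fully excluded and reasons that they would be expected to enlarge the differences between models. With 1 batch per model their size cannot be measured. Without overlap between the models were 1432 of the tested genes (9.95%), where a random split of 13 tumors into 9 and 4 gives 0.280%.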

In summary, we developed a mouse model of BCC, Tp-BCC, that shares key histological, tumor immune microenvironment, and transcriptional features of the well-established GEM-BCC model, while enabling faster, more synchronized, and resource-efficient preclinical studies. The Tp-BCC model is not intended to replace the GEM-BCC model but to provide a complementary model for early-stage therapeutic screening and mechanistic studies prior to validation in the more clinically relevant GEM-BCC model.

## Materials and Methods

### Animals

Immunocompetent female transgenic mice of the following genotypes, *Ptch1*^+/-^*K14*-*CreER*^T2^*p53*^fl/fl^ and *Ptch1*^+/-^*p53*^fl/fl^ were used in the study (Wang et al, 2011a). *Ptch1*^+/-^*K14*-*CreER*^T2^*p53*^fl/fl^ and *Ptch1*^+/-^*p53*^fl/fl^ mice were bred at the Department of Experimental Medicine, University of Copenhagen, and transported to the Department of Dermatology, Copenhagen University Hospital—Bispebjerg Hospital. Mice were acclimatized for at least 1 week before being included in the studies. Mice were housed at 24 °C with *ad libitum* feeding and a 12-hour light/dark cycle.

### Tumor establishment and in vivo passaging

GEM-BCC tumors were induced in *Ptch1*^+/-^*K14*-*CreER*^T2^*p53*^fl/fl^ mice. Mice were X-ray irradiated on the dorsal skin (Model D3100, Gulmay Medical, Surrey, UK) with 4 Gray (50 kV for 2.05 minutes) under sedation with 0.3 ml HypNorm (fentanyl citrate 0.158 mg/ml, fluanisone 5 mg/ml, and midazolam 2.5 mg/ml). To induce the Cre-recombinase system, mice were injected intraperitoneally with 300 μg tamoxifen (Sigma-Aldrich, Munich, Germany) for 3 consecutive days. Palpable tumors were observed approximately 3 to 4 months after induction (Figure 1a). Multiple palpable tumors were observed on the dorsal skin approximately 3 to 4 months after induction (Figure 2a). The histology of GEM-BCC tumors was examined by a Mohs surgeon to confirm their resemblance to human BCC (Figure 7).

**Figure 7:**
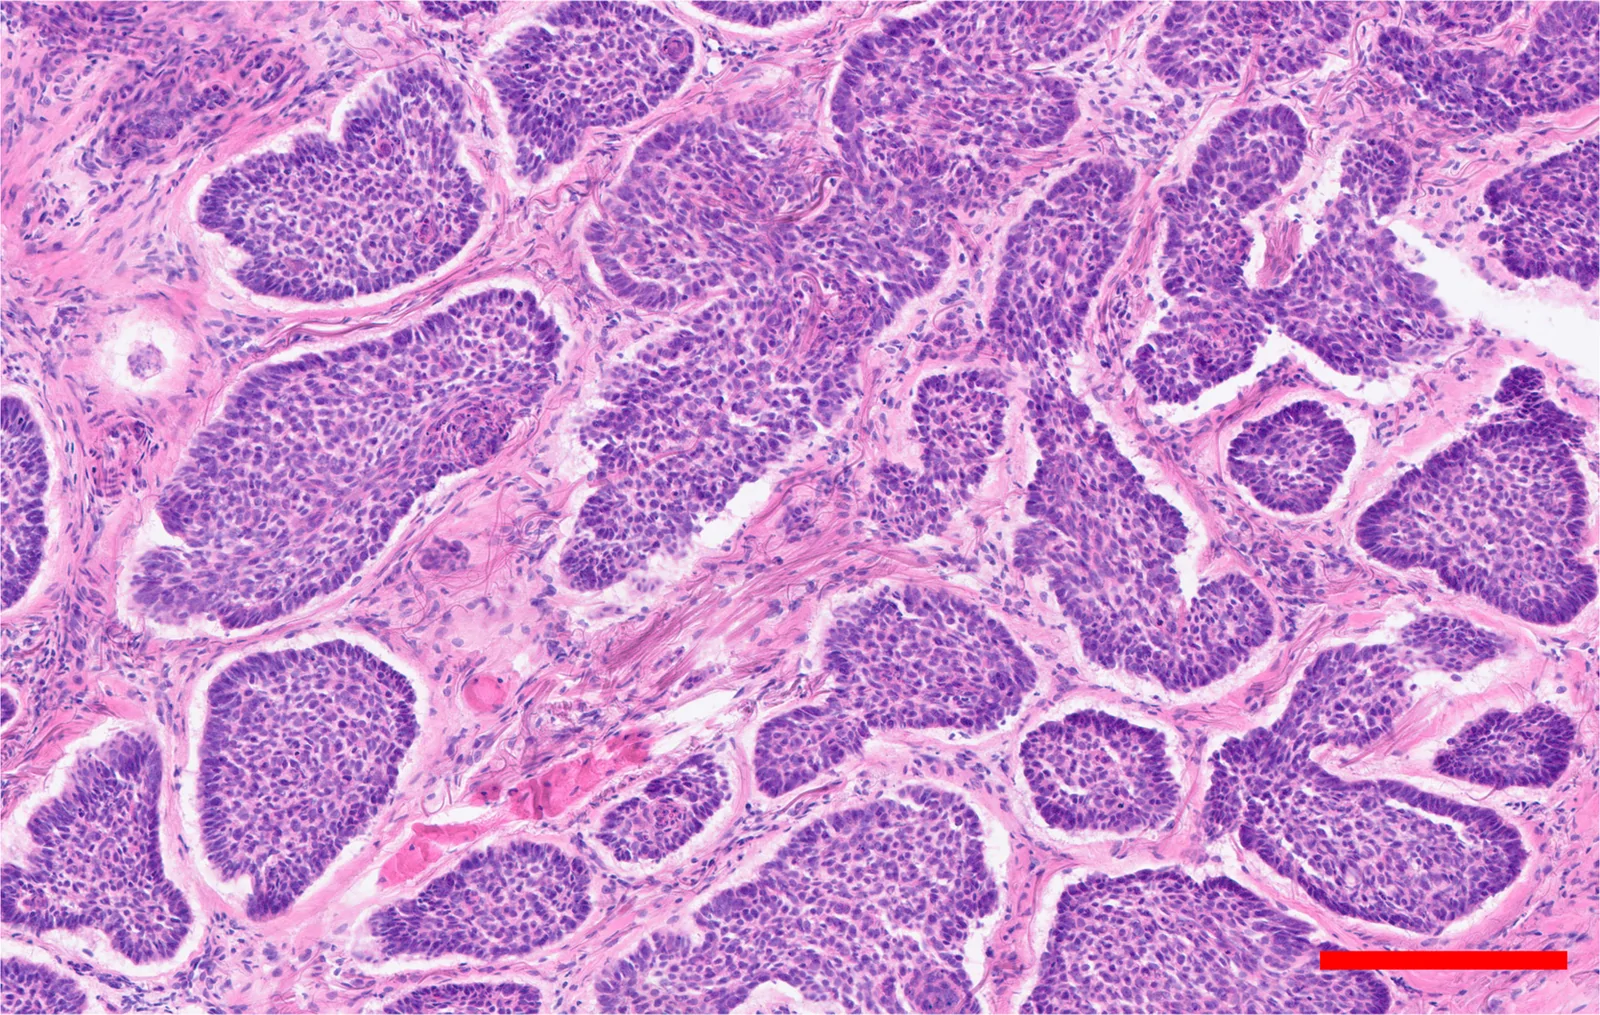
**Histology of human BCC.** An H&E-stained human BCC demonstrating characteristic basaloid tumor nests within the dermis and peripheral palisading and stromal retraction artifact. Written informed consent for research use of the tissue sample was obtained from the patient. Scale bar = 200 μm. BCC, basal cell carcinoma.

The first generation of Tp-BCC tumor model was generated by inoculating tumor cells from the parental GEM-BCC tumors, as described in Figure 1b. In short, a single GEM-BCC tumor measuring 8 mm in length and width was aseptically excised and minced using scalpels. Tumor fragments were placed in 5 ml Mouse Tumor Dissociation enzyme mix kit (Milteney Biotec, Bergisch Gladbach, Nordrhein-Westfalen, cat#130-096-730) for 1 hour in a heat chamber at 37 °C in while tubes were rotating in a Mini LabRoller tube rotator (LabNet International, Edison, New Jersey, USA). Digested tumor fragments were strained through a 70 μm filter (pluriSelect Life Science, Leipzig, Sachsen, Germany, cat#43-10070) and flushed with 4 °C sterile PBS, then centrifuged at 380 g for 5 minutes. The pellet was filtered, flushed, and centrifuged once again as described above. Cells were counted, and viability was determined using trypan blue and the electronic cell counter, Countess I (Thermo Fisher Scientific, Waltham, Massachusetts, USA). The cell concentration was diluted to 20 million viable cells per milliliter in Hank’s Balanced Salt Solution. Two million cells were then subcutaneously injected into the right flank of *Ptch1*^+/-^*p53*^fl/fl^ mice. The Tp-BCC developed a single tumor at the site of inoculation. Tp-BCC tumor cells were serially in vivo passaged by transplanting tumor cells from the previous Tp-BCC generation into a new host mouse using the approach described above (Figure 1b).

Tumors were measured with a digital caliper. Tumor volume was determined as $Length\times Width^{2}\times 0.5$. As multiple tumors may be present in the GEM-BCC model, the tumor volume of each sample was presented as the sum of all tumors present on the GEM-BCC mouse at each time point.

### Histology and image pixel quantification

Tumors were excised and fixated in 4% formalin buffer and processed with the Shandon Excelsior ES (Thermo Fisher Scientific, Waltham, Massachusetts, USA) and embedded in paraffin. 4 μm sections were cut with a Shandon Finesse Series Microtome (Thermo Fisher Scientific, Waltham, Massachusetts, USA). H&E staining was carried out by first deparaffinizing and rehydrating the tissue before staining with Mayer’s hematoxylin for 5 minutes, washed, and stained with eosin for 5 minutes. Sections were dehydrated with ethanol before mounting with Pertex Mounting Medium.

For immunohistochemistry staining, 4 μm sections were heat-induced epitope retrieved with pH 6 citrate buffer for 20 minutes at 95–100 °C. Sections were blocked with 2% BSA in tris-buffered saline for 15 minutes. An optimal antibody dilution of 1:2000 was determined by titration prior to coating with primary rabbit cytokeratin 14 antibody solution (BioLegend Incorporated, San Diego, California, USA, cat#905303) for 1 hour at room temperature. Next, sections were first exposed to peroxidase-blocking solution (Dako Real, Agilent, Glostrup, Denmark) for 10 minutes before being treated with secondary goat anti-rabbit/mouse Horseradish Peroxidase-conjugated antibody (Dako EnVision+ System, Agilent, cat#K500711-2). Stains were developed with DAB+ chromogen in substrate buffer (Dako Real EnVision+ System, Agilent) for 5 minutes and counterstained with hematoxylin for 15 seconds before dehydration and mounting with Pertex Mounting medium. No-primary antibody control showed no notable non-specific staining (Figure 8). Histology slides were digitally scanned at 80× magnification using the MoticEasyScan Pro (Motic, Xiamen, Fujian, China). QuPath Software version 0.5.1(Bankhead et al, 2017) (https://github.com/qupath) was used to quantify the relative K14 positive area in tumors. The total tumor area was segmented before measurement of DAB stain positive pixels using the pixel thresholding function in QuPath Software (Table 2).

**Figure 8:**
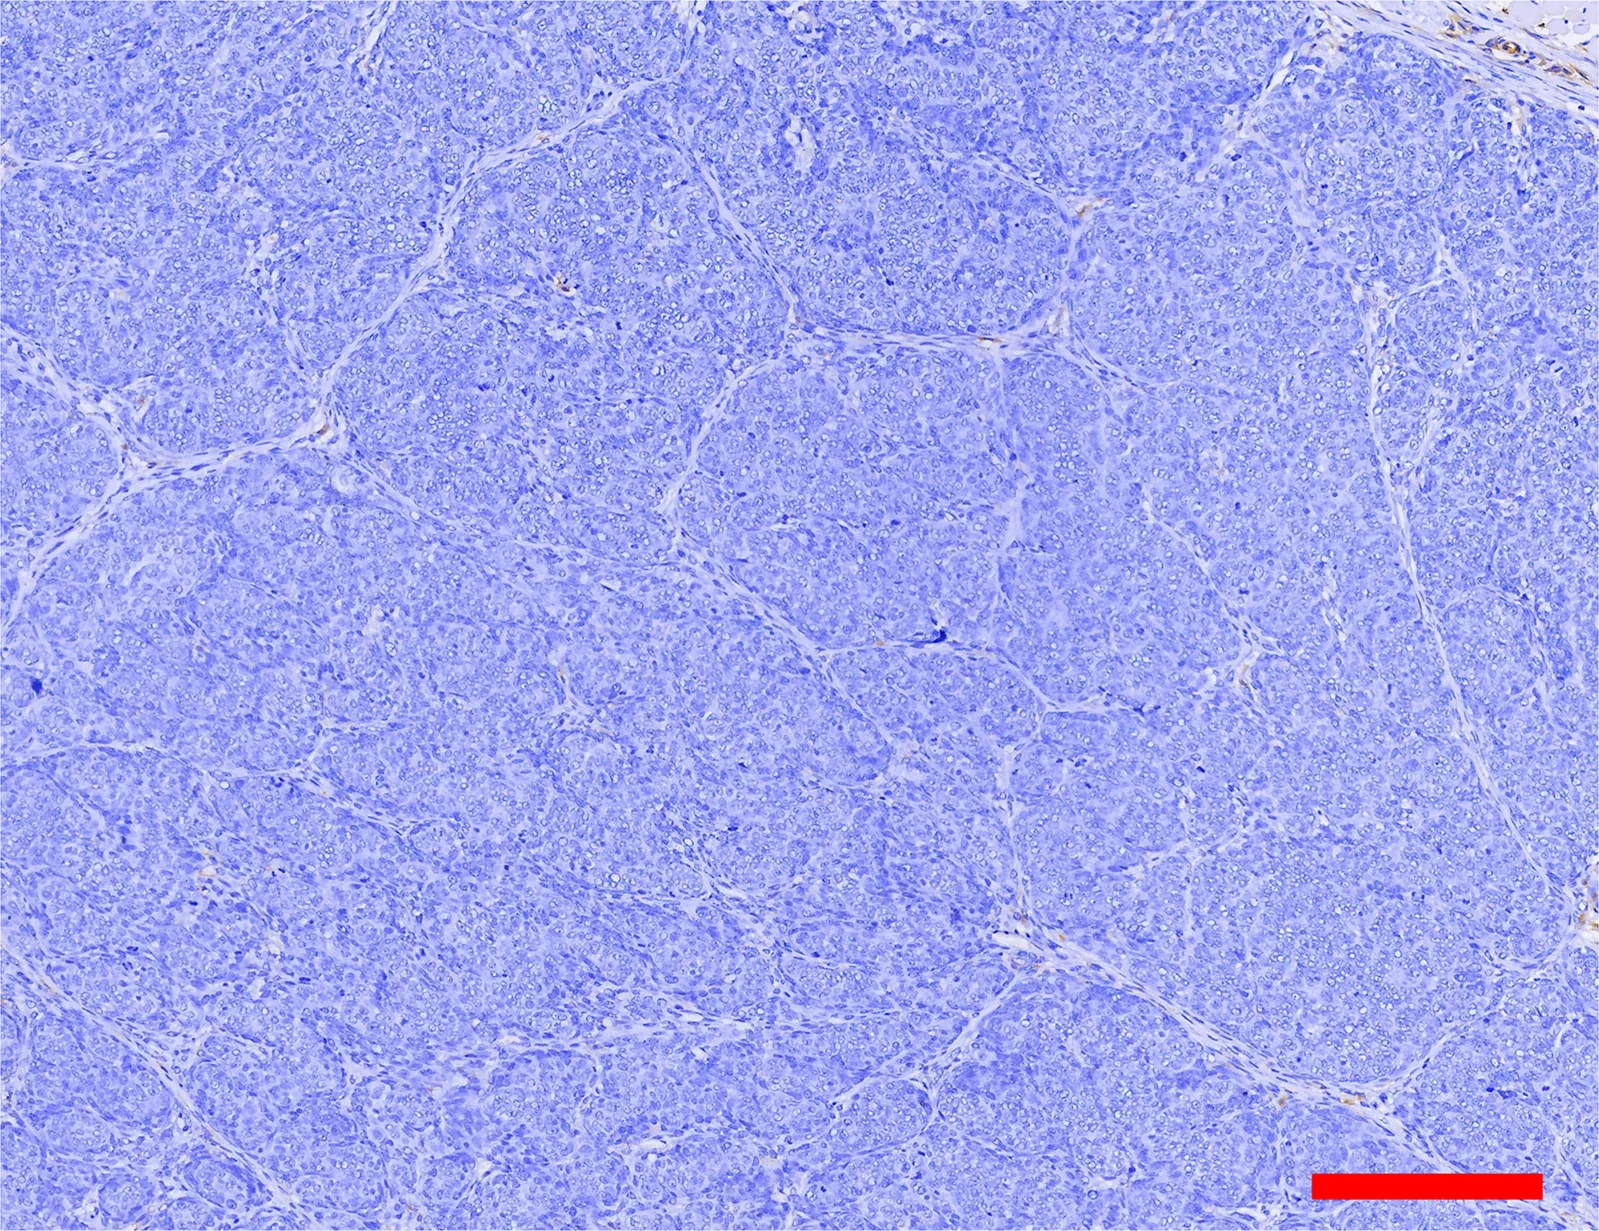
**No-primary antibody (K14) control to determine non-specific DAB+ staining.** Immunohistochemical slides stained without primary K14 antibody but only with secondary antibody prior to DAB+ staining. Scale bar = 200 μm. Abbreviations: K14: Keratin 14.

**Table 2:** Pixel Classification Parameters in QuPath Used for Segmentation and Quantitative Measurement of Keratin 14 Positive Area in Immunohistochemical Samples

Parameter	Regional Segmentation	Keratin 14 Measurement
Resolution	Full (down sample = 1.00)	Full (down sample = 1.00)
Channel	Average channels	DAB
Prefilter	Morphological opening	Gaussian
Smoothing sigma	1	0.1
Threshold	230	0.4
Above threshold	Region	Positive
Below	Ignore	Negative
Region	Everywhere	Everywhere

### Flow cytometry

A single-cell suspension from BCC tumors between 100 and 420 mg (Figure 3a) was obtained using the same approach as for tumor establishment. The samples were subsequently stained. In short, Fc receptors were blocked with purified rat anti-mouse CD16/CD32 (BD Biosciences Dickinson, San Jose, California, USA, cat#553141), and surface staining was performed for 30 minutes with the antibody cocktail provided in Table 3. Samples were acquired on the LSRFortessa X-20 Flow Cytometer (BD Biosciences). Single antibody staining of Ultra-Comp eBeads Plus Compensation Beads (Thermo Fisher Scientific, cat#01-3333) and viability dye staining of ArC Amine Reactive Compensation Beads (Thermo Fisher Scientific, cat#A10346) were used to determine spectral spillover using FlowJo Software version 10.10 (BD Biosciences).

**Table 3:** List of Antibodies and Viability Dye Used for Flow Cytometry Analysis of Tumors

Antigen	Clone	Fluorophore	Dilution	Supplier	Cat#.
CD45	30-F11	BUV395	1:200	BD Biosciences	564279
CD8a	53-6.7	BUV737	1:100	BD Biosciences	612759
XCR1	ZET	BV421	1:200	BioLegend	148216
CD11b	M1/70	BV480	1:400	BD Biosciences	566149
CD4	RM4-5	BV605	1:200	BD Biosciences	563151
CD11c	HL3	BV786	1:100	BD Biosciences	563735
I-A/I-E (MHCII)	M5/114.15.2	FITC	1:200	BioLegend	107606
CD3	145-2C11	PE	1:100	BD Biosciences	553064
F4/80	BM8	PE-Cy7	1:400	Thermo Fisher Scientific	25-4801-82
Ly6G	1A8	APC	1:200	BioLegend	127613
*Dead cells*^1^	N/A	eFluor 780	1:500	Thermo Fisher Scientific	65-0865

Abbreviation: Cat#: Catalogue number of item.

1 Viability dye used to discriminate dead cells from viable cells.

Analysis was performed using FlowJo Software version 10.10. Figure 9 presents the gating strategy and fluorescence minus-one samples. The represented tumor data were pooled from 4 experiments conducted over 4 months. Each experiment was compensated and gated individually with fluorescence minus-one samples. In addition, Sphero Rainbow Calibration Particles (8 peaks, BD Biosciences, cat#559123) were used to calibrate the photomultiplier tube detectors of every channel between experiments to enable comparison of the geometric mean fluorescent intensity.

**Figure 9:**
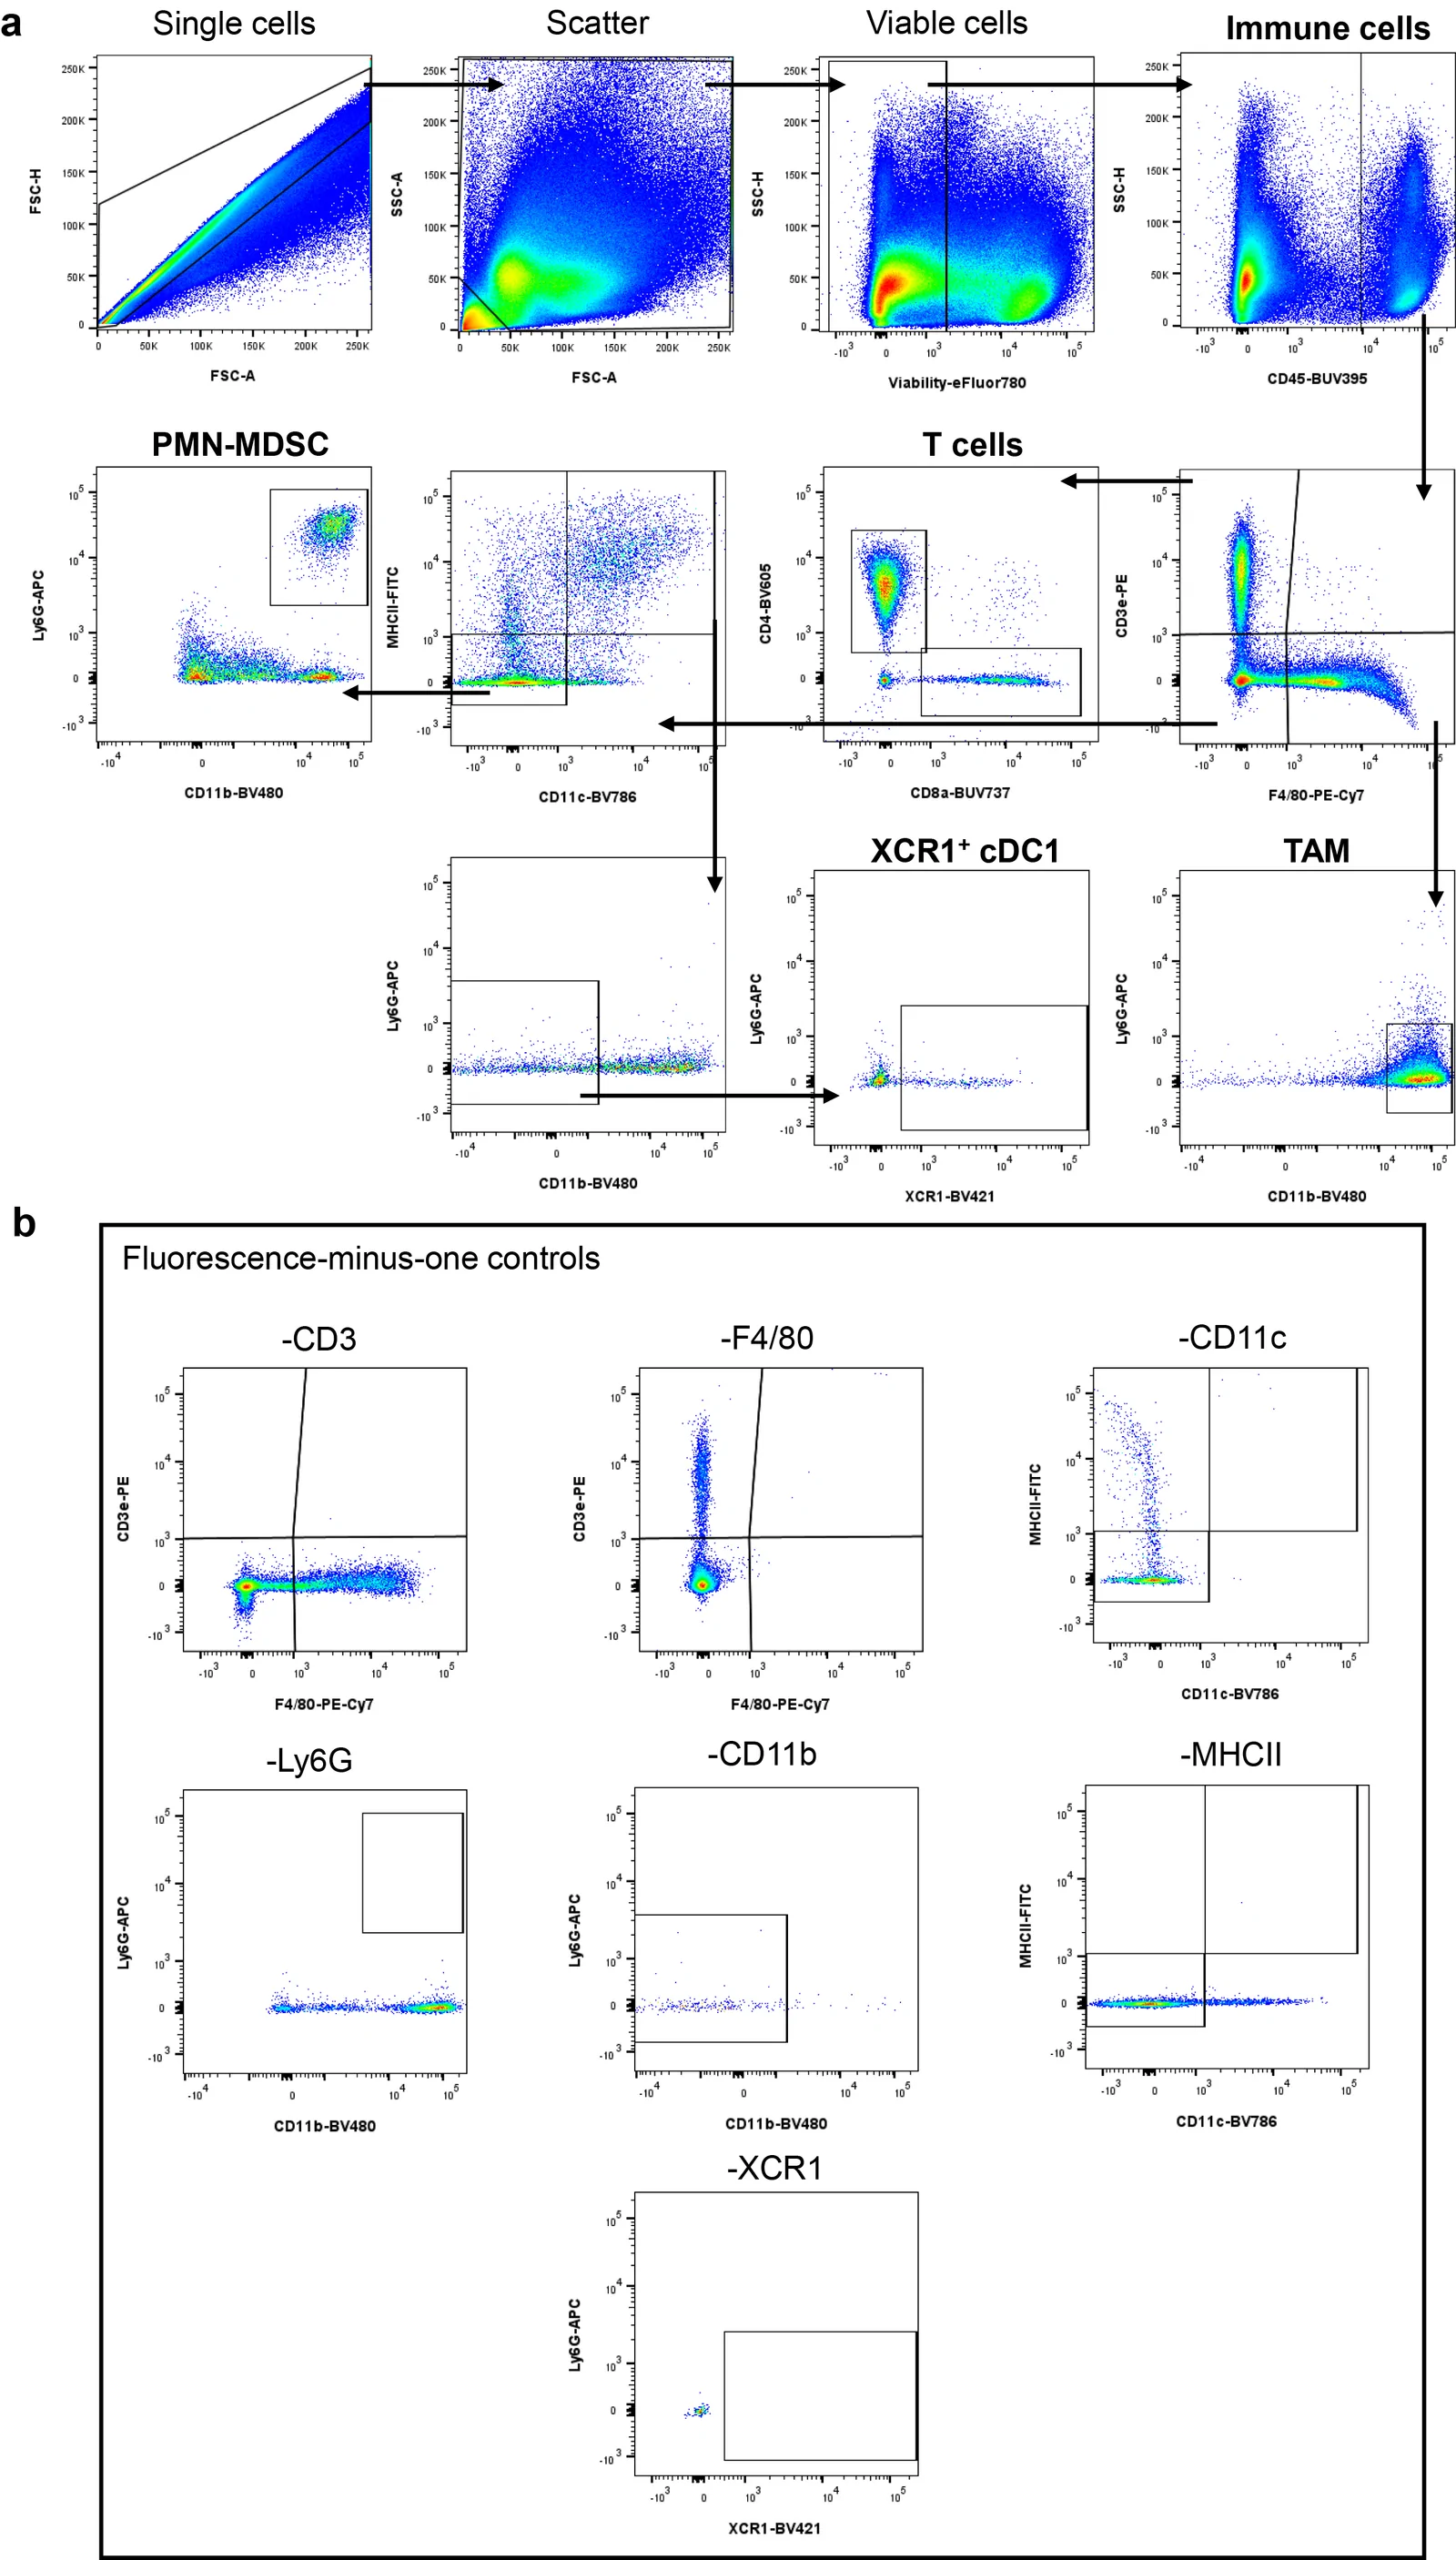
**Gating strategy of flow cytometry data.** (**a**) Gating of flow cytometry events in FlowJo software. Plot titles indicate the gated cell types **(b)** FMO controls. Plot titles indicate the missing antibody. Axis labels indicate target antigen and fluorophore. cDC1, type I conventional dendritic cells; FMO, fluorescence-minus-one; K14, keratin 14; PMN-MDSC, polymorphonuclear-myeloid-derived suppressor cells; TAM, tumor-associated macrophages.

### RNA extraction, library preparation, and sequencing

Tumors were excised, cut into smaller fragments, preserved in RNAlater solution (Thermo Fisher Scientific, cat#AM7021), and stored at −20 °C until further processing. RNA was isolated using TRIzol (Thermo Fisher Scientific, cat# 15596026), homogenization was performed with the Retsch MM 400 mixer mill (Verder Scientific, Haan, Nordrhein-Westfalen, Germany) and Acid-Phenol:Chloroform (Thermo Fisher Scientific, cat#AM9722). RNA was purified with the NucleoSpin RNA kit (Düren, Nordrhein-Westfalen, Germany, cat#740955.50).

Library preparation and RNA sequencing was performed by BGI Genomics (Shenzhen, China). Oligo(dT)-attached magnetic beads were used for mRNA enrichment before poly(A) tail fragmentation and reverse transcription. cDNA double strands were end-paired, 5′phosphorylated, and ligated with a bubble-shaped adapter and then amplified with PCR. Constructed libraries were quality-checked, and samples with an RNA quality number (RQN) >10 were sequenced on the DNBSEQ-G400 platform (Shenzhen, China) with a 150 paired-end read length. The SOAPnuke package version 1.5.6 (parameters: -l 15 -q 0.2 -n 0.0001 -G) was used to clean raw reads. Reads were aligned to the National Center for Biotechnology Information *Mus musculus* genome (Mus_musculus_10090.NCBI.GCF_000001635.27_GRCm39.v2201) using Bowtie version 2.3.4.3 (parameters: -q –sensitive –dpad 0 –gbar 99999999 –mp 1,1 –np 1 –score-min L,0,-0.1 -l 1 -X 1000 –no-mixed –no-discordant -p 8 -k 20 -N 1) and quantified using RSEM version 1.3.1 (-p 8 –forward-prob 0).

### Gene expression analysis

Genes with fewer than 10 read counts in 4 or more samples were not included in the analysis. 

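The filter can be read in 2 ways. Keeping genes with at least 10 counts in at least 4 tumors leaves 14390 genes, and Table 1's entries match in 53 of 55 cases (43 with a value and 10 of the 12 N/A). Dropping genes with fewer than 10 counts in at least 4 tumors leaves 13221 genes and matches 49, because Arg1, Ccl17, Foxp3 and Havcr2, which have values in the table, would be dropped. The first reading was therefore used.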

Differential expression analysis was performed using the DESeq2 R package with Benjamini-Hochberg correction to adjust *P*-values for multiple testing. 

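The unshrunk Wald test of DESeq2 on the same genes called 907, of which 787 were shared with the 801 of edgeR. With the size factors of DESeq2 in place of TMM, edgeR called 794. In simulated counts with 199 changed genes, edgeR called 186 of them and DESeq2 with shrinkage 188, each with 4 false calls. The changed genes were all given folds well past the threshold, so genes near it were not tried.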

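Adaptive shrinkage, written anew for this work as a mixture of zero-centred normal distributions, lowered the number of genes past the fold threshold. With DESeq2 it left 610 calls, 242 higher and 368 lower in Tp-BCC, of which 593 were shared with edgeR. When genes without a value were set to 0 as well, 676 genes were called. In simulated effects with normal noise the mean squared error was 0.463 before and 0.0918 after shrinkage. These effects were drawn directly, not from counts, and from a zero-centred mixture like the one the shrinkage assumes. The gain therefore checks the code and not its use on DESeq2 folds.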

Fold changes were shrunk using the Adaptive Shrinkage R package (Stephens 2017). Genes with an adjusted *P*-value < .05 and log_2_ fold change >2 were considered significantly differentially expressed genes. gene set enrichment analysis was conducted using the fgsea R package to analyze functional enrichment of gene sets from the GO terms: Biological Process (GO: 0008150), Cellular Components (GO:0005575), and Molecular Function (GO: 0003674). 

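The fold threshold decided most calls. A threshold of 1 gave 1989 genes. Without an expression filter 1013 of 16642 genes were called, 52.2% of them higher in Tp-BCC, against 42.3% with the filter.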

Read counts of all genes were normalized using the median of ratios method provided by the DESeq2 package prior to generating the heatmap of selected genes in Figure 6d using the pheatmap R package. Genes related to the Hh signaling pathway were obtained from the WikiPathways mouse gene set (WP_HEDGEHOG_SIGNALING_PATHWAY, WP116 https://www.wikipathways.org/pathways/WP116.html). BCC-related and immunosuppressive genes presented in Figure 6d and Table 1 were selected by the authors prior to analysis. Read counts were normalized using variance stabilizing transformation before Principal Component Analysis with the prcomp R package, as presented in Figure 5a. A heatmap and unsupervised hierarchical clustering of samples were done using the pheatmap R package, as shown in Figure 5b. Figure 5 was generated using the 500 most variable genes.

### Statistical analysis

The data were visualized using Prism version 10.2 (GraphPad Software, San Diego, California, USA) for Figure 1, Figure 2, Figure 3, Figure 4 and RStudio version 2024.04.1 (R Core Team) (Vienna, Austria, https://www.R-project.org/) for Figure 1e and Figure 5, Figure 6. Graphical illustrations were created with BioRender.com. Comparisons of protein expression in histological samples and cell populations in flow cytometry analysis were made using the Mann-Whitney U test in Prism. Tumor growth in Figure 1e was analyzed using a linear mixed-effects model with time (Week) × Group interaction as fixed effects and mouseID as a random intercept. Pairwise comparisons of tumor growth rates were performed using estimated marginal trends with Tukey correction for multiple comparisons. The analysis was conducted in R using the *lme4* and *emmeans* packages. A *P* value less than.05 was considered statistically significant. Data are presented as mean ± SD, except for tumor volumes in Figure 1e that are only presented as + SD.

## Ethics Statement

Mice were bred at the Department of Experimental Medicine, University of Copenhagen and transported to Department of Dermatology, Copenhagen University Hospital—Bispebjerg Hospital. The performed animal studies were approved by the Danish Animal Experiments Inspectorate (protocol 2019-15-0201-01666) in accordance with Directive 2010/63/EU and the Animal Welfare committee at Copenhagen University Hospital—Bispebjerg Hospital.

Human tissue sample was obtained following written informed consent from the participant. The study was reviewed and approved by Danish Research Ethics Committee, Region Hovedstaden (H-20009236).

## Data availability statement

The RNA sequencing data generated in this study are deposited in the Gene Expression Omnibus under accession number GSE311891 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE311891). All data analysis scripts are documented in an R Markdown file and are available at: https://doi.org/10.5281/zenodo.17593648.

## Conflict of Interest

The authors state no conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

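Bulk RNA sequencing measured poly(A) RNA of 13 tumors, 9 GEM-BCC tumors from 7 mice and 4 Tp-BCC tumors from 4 mice, with 1 library per tumor. Tumors GEM2 and GEM3 came from 1 mouse, as did GEM7 and GEM8, and tumor names are those of Figure 5b. According to the authors, reads were cleaned with SOAPnuke, aligned with Bowtie2 to mouse transcripts of GRCm39 and quantified with RSEM in its strand-specific mode (forward probability 0), and the expected counts per gene that this gave are the values in the table, as deposited, neither rounded nor normalized. Genes are listed by symbol. How genes without a value arose is not stated. They lack values in all tumors of a model at once.

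Depth, as total expected counts, was 28075317 to 32629102 in GEM-BCC tumors and 15388027 to 17494912 in Tp-BCC tumors. At 3 counts or fewer in every tumor of a model the fold of a gene cannot be measured, and the text gives a bound computed with 3 counts in place of the fold. All GEM-BCC libraries belong to 1 batch and all Tp-BCC libraries to another, so no term for batch could be fitted.

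Counts were rounded to whole numbers in R 4.3.3. Genes with a value in all 13 tumors were kept, a choice made after the table had been examined, and a gene was tested if at least 4 tumors had at least 10 counts. This is 1 of 2 readings of the paper's filter, chosen by the rule, written beforehand, that the reading with more Table 1 entries matched is used. Models were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test with robust dispersions, no covariate), p-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 2. The SE of a log2 fold change is its size divided by the square root of F. Log2 CPM were computed with a prior count of 2. The genes named are those of Table 1 (with 1 gene left out of the report), the tested MHC class I genes and, among called genes with a mean log2 CPM of at least 3 and no overlap between models, the 5 highest and 5 lowest log2 fold changes, with genes of clone-like names left out, and up to 5 of the best-expressed members of a list past its threshold. Other genes are said to have been chosen after their values were seen.

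Gene Ontology membership was not used here. In its place 36 gene lists were written from general knowledge before the data were examined: the 3 groups of Table 1, cell division, kinetochore and centromere, DNA replication, keratinization and cornified envelope, keratin, keratin-associated protein, desmosome and potassium channel genes, MHC class I, class I antigen processing and MHC class II genes, markers of macrophages, neutrophils and PMN-MDSCs, T cells, B cells, fibroblasts, endothelium, skeletal muscle, adipocytes, hair follicle, sebaceous gland, melanocytes, Schwann cells and blood, and immediate early, histone, ribosomal protein, interferon response, imprinted, p53 target, Hedgehog target, Y-linked and mitochondrially encoded genes. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, 2-sided, and p-values were adjusted over the lists. A list score is the mean over its genes of log2 CPM relative to the mean of all tumors. Score differences were tested by exact 2-sided permutation over all 715 splits of the 13 tumors into 9 and 4. This test treats tumors as independent, although some GEM-BCC tumors share a mouse and the Tp-BCC tumors share a line. Adjustment of these p-values over the lists was added after the data had been examined.

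Principal components, clustering and the distance of tumors to the centroid of their model used DESeq2's variance-stabilized counts of the 500 genes of largest variance. The jackknife SD over tumors served as the spread of the first component's share and of the correlation between models, a choice made after the data were examined. Similarity was measured as the Pearson correlation of mean log2 CPM. Relations between scores across GEM-BCC mice used counts summed over the tumors of a mouse, with scores computed from these sums, and permutation p-values.

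Alternatives were DESeq2 size factors or library size in place of TMM, the other reading of the filter or none, dispersions that are not robust, counts summed per mouse, each tumor left out in turn, DESeq2 1.42.0 with and without adaptive shrinkage, a fold threshold of 1 or none, fry, fgsea 1.28.0 and camera with an estimated correlation for the lists, 100, 2000 or all genes, and other scales for the components and distances. Adaptive shrinkage was written anew, since its package was not at hand. Added after the data had been examined were genes without a value set to 0, alone and with shrunken DESeq2 folds, and corrections for GC content and transcript length. For these, each tumor's log2 CPM relative to the gene's mean was smoothed (lowess, span 0.3) against the median GC content or log2 length of its protein-coding transcripts in GENCODE vM21, and the trend was removed. Sharing between genes was counted in 100-base words of the longest transcript. GENCODE vM21 and RefSeq annotate GRCm38 and were used only for names, order of genes, GC content, length and kind of gene.

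Neighbouring genes were compared as running medians over 31 genes in RefSeq order, against 1000 random orders of the genes. To see what chance gives, 100 of the 715 splits were analysed like the real one. The steps were tested on simulated data of 14260 genes: 186 of 199 changed genes were called along with 4 unchanged ones, with a median absolute error of 0.292 in the log2 fold change, a list of changed genes had an adjusted p of 6.98e-269 and a list of unchanged genes one of 0.776. Every changed gene was given a fold well past the threshold, without a batch difference, so genes near the threshold were not tried. A simulated GC bias had a rho of 0.777 with the fold before and 0.0256 after correction, which lowered false calls from 38 to 3 and true calls from 188 to 184. The simulated bias was the same in all Tp-BCC tumors. Trends that run both ways, as in the real Tp-BCC tumors, were not simulated.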

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

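All tests of explanations in this part were chosen only after the result was seen. The highest or the lowest tumor of a model was compared with the rest by Dixon's ratio. This ratio is the gap to the nearest tumor divided by the whole range. It was computed for 198 combinations of a model with a gene named in the text, a gene list, the distance to the centroid or total counts. In 12 of the 198 the ratio passed its critical value, and chance gives 9.9. Of the 12, 8 fall in the Tp-BCC group, and 7 of these 8 involve tumor TP4.

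TP4 lay apart from the other Tp-BCC tumors, always as the lowest, in Crebbp (ratio 0.981), Tgfb2 (0.966), Dyrk1a (0.964), Ptch1 (0.897), Sap18 (0.853), Sin3a (0.852) and Gli3 (0.831), by a median of −1.48 in log2 CPM. Its library follows GC content strongly (rho 0.589). After the GC trend was removed TP4 lay apart in 0 of the 7 genes, but the median deviation was still −0.78 and that of Gli3 went from −2.32 to −3.19, so a GC trend of the library and a lower level in the tumor cannot be told apart, since with 4 tumors the ratio also falls when the other 3 spread. After removal of the length trend 5 of the 7 genes still lay apart (median deviation −1.34), which counts against a length trend as the whole cause. No biological explanation was tested, because the Tp-BCC tumors all belong to 1 condition.

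The adipocyte score of TP2 lay apart from the other Tp-BCC tumors (ratio 0.979), at 3.02 against at most 0.895 in the other Tp-BCC tumors and −0.143 in the highest GEM-BCC tumor. Of the 13 tested markers 10 were highest in TP2 among the Tp-BCC tumors (binomial p = 1.26e-04, and 5.04e-04 over 4 tumors, 1-sided), consistent with fat tissue excised with this subcutaneous tumor. Markers of 1 cell type are not independent and TP2 was picked as the top tumor, so this p overstates the evidence. All 13 markers also have counts in the other tumors, and Lpl (−0.35), Slc2a4 (0.31) and Acsl1 (0.56), which are among its best-expressed genes, hardly changed between the models. Without TP2 the list had an adjusted p of 0.191 (range over all alternatives 2.67e-06 to 0.392). No biological explanation was tested.

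The 4 cases in the GEM-BCC group are H2-M5 in GEM2 (ratio 0.635), Rps27 in GEM2 (0.598), Havcr2 in GEM4 (0.569), which has 2 counts there, and the adipocyte score in GEM1 (0.500). They fall on 3 tumors and do not exceed what chance gives. No explanation, technical or biological, was tested for them.

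The table has values in 1 model alone for genes that the paper does not discuss. Of those with values in the GEM-BCC tumors alone, 8 average at least 500 counts: Ptprv (17049), Erdr1 (7707), Foxe1 (3509), Hbb-b1 (2348), Acbd4 (1274), Atp10d (853), H2-Ea (566) and Bglap3 (504). Of those with values in the Tp-BCC tumors alone, 3 average at least 100: Tcte3 (575), Hbb-bs (438) and Khdrbs2 (109.7). All were named after their values were seen. Among the 8 genes 4 are transcribed pseudogenes in RefSeq for GRCm38, against 0 of 8929 genes with as many counts and values in both models (Fisher exact p = 2.64e-13, 2-sided). This is consistent with gene annotations that differed between the 2 batches. The globins point the same way: Hba-a1 has 802 to 7843 counts in GEM-BCC and 645 to 1597 in Tp-BCC tumors, while Hbb-b1 is listed only for the first and Hbb-bs only for the second. That the blanks in the Tp-BCC columns stand for 0 counts instead stays open. Such low counts do occur, since 4 of the 8929 genes have at most 3 in every Tp-BCC tumor, the highest with a GEM-BCC mean of 3314. Moreover, 1850 of the 1932 genes with values in GEM-BCC alone average under 10 counts. On the other side, 0 counts are also written out, for 114 listed genes in all Tp-BCC tumors and for 1010 in all GEM-BCC tumors. The 2 readings cannot be told apart for a single gene, since each batch holds 1 model. No biological explanation was tested.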

How the results depend on the processing

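Alternatives were set before the data were examined, except the GC content and transcript length corrections and the setting of genes without a value to 0, which were chosen after seeing the data. No paired analysis was possible because each tumor belongs to 1 model and no mouse carried both.

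Of the genes called, Igf2, Krt15 and the 10 genes picked as the highest and lowest by the naming rule kept direction and call wherever they were tested (Krt75 not under the other reading of the filter). The count of 801 genes was 439 under the other reading of the filter, where fewer genes are tested, 1989 with a fold threshold of 1 and 2792 with the adjusted p alone. By the same construction, the called Hh genes numbered 4 and 5, the BCC-related genes 2 and 3 and the immunosuppressive genes 5 and 5 at these last 2 settings, and 1 immunosuppressive gene under the other reading of the filter, which drops Havcr2. With 1 tumor left out at a time there were 594 to 853 genes overall (TP2, GEM3), 0 to 2 immunosuppressive genes (1 without TP1, 0 without TP2 or TP4) and 0 to 3 MHC class I genes (0 without TP1, TP3 or TP4, 1 without TP2), with 3 Tp-BCC tumors left in those fits. Without TP1, TP2 or TP4 the adjusted p of Arg2 was 0.0564, 0.0631 and 0.0719, and without TP2 or TP4 that of Havcr2 was 0.0721 and 0.0598. That of H2-Q6 was 0.0598 without TP1, 0.0512 without TP3 and 0.0564 without TP4, and that of H2-Q7 was 0.0531 to 0.0974 without GEM2, GEM4, GEM5, GEM6, GEM7 or any Tp-BCC tumor. Besides the counts, 5 named genes changed their call under some alternative: 4 weaker (these 4) and 1 stronger (Arg1, with DESeq2). The causes were not tested.

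With a correlation estimated per list, 0 of the 33 lists passed, and the adjusted p was 0.463 for cell division, kinetochore and DNA replication genes, 0.654 for keratinization and 0.315 for keratin and desmosome genes. The cause was not tested. Keratinization had an adjusted p of 0.109 with fry and 0.0982 under the other reading of the filter, where 21 of its 32 genes are left. Potassium channel genes passed with fry (0.0166) and fgsea (0.00721). Of the other lists 10 changed, 4 weaker and 6 stronger. Among the weaker were adipocyte markers (0.191 without TP2, 0.0666 without TP3, 0.145 under the other filter) and hair follicle and hair shaft genes (0.145 under the other filter). Among the stronger were ribosomal protein genes (0.00432 without TP4), skeletal muscle markers (0.0486 without TP1, 0.0146 without a filter) and p53 targets (0.0469 without TP4, 1.05e-04 with fry). Interferon response had 0.0491, 0.0320 and 0.0469 without GEM5, TP2 and TP4. The BCC-related genes had 0.0139 without TP4, 0.0440 without a filter, 0.00897 after GC correction and 1.95e-05 with fry. Hedgehog targets had 0.0321, 0.0350, 0.0385, 0.0338, 0.0486 and 0.0284 without GEM2, GEM5, GEM7, GEM9, TP1 and TP4. Hedgehog targets also passed with library size only (0.0480), after length correction (0.0305) and with fry (0.0184). The cause was not tested.

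The share of the first component was 45.04% with all tested genes. The difference in spread was −15.3 with log2 CPM in place of variance-stabilized counts, −6.25 and 12.3 with 100 and 2000 genes, 20.96 with all tested genes, 3.86 with counts summed per mouse, −10.1 after GC correction, and −10.6 (without TP4) to 1.35 (without GEM3) with 1 tumor left out. The correlation between models was 0.954 without a filter, which adds genes low in both models. The causes of the other moves were not tested.

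Among genes and lists, direction reversed only in results that do not pass the threshold. After GC correction the log2 fold change was 0.0776 for Sap18, −0.24 for Smo, −0.0801 for Ptges2, −0.0056 for Tgfb1, 0.16 for Tgfb2, 0.21 for H2-Q1 and 0.15 for H2-T24, and with counts summed per mouse 0.14 for Tgfb2. With 1 tumor left out it was −0.0708 to 0.25 for Smo (reversed without TP2 and TP4), −0.54 to 0.0193 for Krt5 (TP3), −0.24 to 1.06 for Mki67 (TP3), −0.35 to 0.0949 for Tert (GEM9), −0.22 to 0.42 for Ptges2 (TP4), −0.34 to 0.54 for Tgfb2 (GEM2, TP4), −0.40 to 0.14 for H2-T24 (GEM2, TP1) and −0.63 to 0.12 for H2-M5 (TP2, TP4). Among lists, adjusted p-values of reversed directions were 0.837 for ribosomal protein genes (counts summed per mouse), 0.601, 0.329 and 0.847 for T cell, Schwann cell and histone genes (other filter), 0.766 and 0.143 for MHC class II and blood genes (blank genes set to 0), 0.899 for immediate early genes (GC correction) and 0.475 for MHC class I genes (fgsea). With 1 tumor left out, keratin-associated protein genes reversed without GEM1 (camera adjusted p = 0.996, with 0.639 to 0.996 over all such fits). Ribosomal protein genes reversed without GEM2, GEM3, TP1 and TP3 (0.952, 0.780, 0.615 and 0.610). Over all such fits they had 0.00432 to 0.952, and the fit with 0.00432, without TP4, kept the main direction. Class I antigen processing (0.942, with 0.361 to 0.964 over all fits) and sebaceous gland markers (0.977, with 0.333 to 0.977) reversed without TP3. The cause was not tested.

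Depth limits the low genes most. Arg1, at no more than 1 count in any Tp-BCC tumor, allows only a bound, and it could not be tested under the other reading of the filter or without GEM1, GEM4, GEM5 or GEM7.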

Differences from the paper's values

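For 42 genes of Table 1 both a paper value and a value computed here exist. All 42 have the same sign, the correlation of the log2 fold changes across these genes is 0.962, and 3 differ by more than the error.

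Arg1 had a log2 fold decrease of 4.50 (SE 1.67) against the paper's 2.17. Of the alternatives set before the data were examined, DESeq2 with adaptive shrinkage (2.07) closed the gap and no other did. Shrunken DESeq2 folds with genes without a value set to 0, a setting chosen after seeing the values, gave 2.17. As every Tp-BCC tumor has at most 1 count, the value supported here is a bound, at least 3.80-fold lower, which is under the paper's fold.

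Ccl17 had a log2 fold change of −2.57 (SE 1.44) against the paper's −0.68. The gap was closed by DESeq2 with adaptive shrinkage (−0.68) and by leaving out TP1 (−2.14, with a larger SE), and by none of the other alternatives set before the data were examined. Of the settings chosen after seeing the values, shrunken DESeq2 folds with genes without a value set to 0 also gave −0.68.

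Havcr2 had a log2 fold change of −2.71 (SE 0.76), or at least 2.95-fold lower, against the paper's −1.68. DESeq2 with adaptive shrinkage (−1.68) and leaving out TP4 (−2.38) closed the gap, and the other alternatives set beforehand did not. With genes without a value set to 0 as well, chosen after seeing the values, the shrunken fold was −1.68 too.

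The paper's 678 differentially expressed genes stand beside 801 here, under 1.5 times as many. DESeq2 with adaptive shrinkage gave 610, and with genes without a value set to 0 as well, chosen after seeing the values, 676. The first component held 58.3% here and about 60% in Figure 5a, read by eye.

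The paper names Arg1 and Arg2 as the changed immunosuppressive genes. Here edgeR called Arg2 and Havcr2, DESeq2 without shrinkage all 3 of these genes, and DESeq2 with adaptive shrinkage Arg1 and Arg2. The paper reports no significant differences in MHC class I genes. Here H2-K1, H2-Q6 and H2-Q7 were called, under DESeq2 with adaptive shrinkage too, and no H2 gene was called without TP1, TP3 or TP4. The paper describes the Tp-BCC tumors as the more homogeneous group. Here the mean distances to the centroid were 21.2 and 22.7. Log2 CPM in place of variance-stabilized counts, 100 genes, the omission of TP4 and the GC correction gave lower distances in Tp-BCC at an exact p under 0.05. The GC correction was chosen after seeing the values. Without it, 2000 genes and all tested genes gave higher distances in Tp-BCC, by 12.3 (exact p = 0.00839) and 20.96 (exact p = 0.0112). These were not computed with it, but the median pairwise r over all tested genes then was 0.962 within Tp-BCC and 0.943 within GEM-BCC. The paper lists potassium channel terms among its enriched sets. The list of potassium channel genes passed here with fry, with fgsea and by its score (exact permutation p adjusted over the lists 0.0132), and not with camera. Ptges2 and Vtcn1 are listed without a value in the paper and were testable here.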

Other observations

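The tests in this part of gene length, GC content, poly(A) selection, skeletal muscle, myeloid content (as the neutrophil and PMN-MDSC score), stromal share, H19 and normal epidermis, and the number of genes called in other splits, were written before the result was seen, but the GC and length corrections were built, and the limits for judging these tests set or changed, after it. All other tests here were chosen only after the result was seen.

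In 100 of the 715 splits of the 13 tumors into 9 and 4, the real one included, only the real split (1 of 100) called as many genes, with at most 182 in any other. The same holds for the called Hh genes (1 of 100), BCC-related genes (1 of 100), immunosuppressive genes (1 of 100) and MHC class I genes (1 of 100). This counts against a random grouping of these tumors as the cause. The tumors are not exchangeable, however, since the Tp-BCC tumors share 1 line and 1 batch and some GEM-BCC tumors share a mouse. A line or a batch that stands apart would give the same result, so it does not point to the model. The gene lists behaved otherwise. At least as many lists passed in 35 of 100 splits (at most 21 lists), and the p-value was at least as small for cell division in 20 and for keratinization in 30. Camera at its preset correlation thus calls lists readily in these tumors whatever their grouping, and its p-values could not carry a list result alone. The exact permutation p-values of the scores, 0.0392 and 0.0308, do not rest on a preset correlation, but adjusted over the 33 lists they were 0.0718 and 0.0597. Related lists passed this adjustment: DNA replication (0.0426), kinetochore and centromere (0.0462), keratin (0.00769), desmosome (0.00769) and hair genes (0.00769). The cell division score was 1.06 and 1.15 in TP1 and TP3, and 0.0482 and −0.0692 in TP2 and TP4.

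A technical difference between the batches was weighed for the called genes. After the length correction 773 of the 801 stayed called, and after the GC correction 725, which counts against either trend as the whole cause. The score of histone genes, whose mRNA lacks a poly(A) tail, was lower by 0.49 in Tp-BCC (exact 2-sided permutation p = 0.0713; camera adjusted p = 0.262, range over alternatives, tumors left out included, 0.111 to 0.847). With no mitochondrially encoded gene in the table and a histone list that has no GC values, poly(A) selection and tumor biology cannot be told apart here. Other batch differences are fully confounded with the models.

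Skeletal muscle markers held 0.000194% of the variance within the Tp-BCC group on the 500 genes, with 1 marker among them, so this share decides nothing. TP4 had a muscle score of 1.65, against −0.35 to 0.29 in the other Tp-BCC tumors, and unequal muscle cannot be told apart from other sources of the spread because the 500 genes hold too few of its markers. With the GC trend removed from each tumor, the mean distance in Tp-BCC fell to 13.8, consistent with a GC trend that differs between Tp-BCC libraries and widens their spread. No biological explanation was tested.

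The rise of cell division genes might come from a larger share of tumor cells. In its histology the paper saw denser cells and fewer matrix fibers in Tp-BCC tumors. The endothelial score, however, was higher by 0.966 in Tp-BCC (exact p = 0.00559; camera adjusted p = 2.93e-05), with Eng at 2.01, Cdh5 at 1.29 and Pecam1 at 0.12 among its best-expressed genes. This counts against a lower share of all stromal cells alike as the cause. For fibroblasts alone it stays open: their score was higher by 0.53 (exact p = 0.0112; camera adjusted p = 0.00583), but 14 of 25 genes were higher (median 0.15), and of the 5 best-expressed ones Col6a3 rose (1.17), Col3a1 hardly moved (0.15), and Col1a1 (−1.12), Sparc (−0.71) and Col1a2 (−0.58) were lower, so fewer fibroblasts and an unchanged number cannot be told apart with genes that move both ways.

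For keratinization genes, normal epidermis or hair follicles excised with the dermal GEM-BCC tumors could add to the GEM-BCC level. The sebaceous gland score was lower by 0.62 in Tp-BCC too (exact p = 0.0112, adjusted over the lists 0.0336). Across 7 GEM-BCC mice the keratinization score had r = 0.597 with the sebaceous gland score (permutation p = 0.144, rho 0.821) and r = 0.797 with the hair score (permutation p = 0.0375, rho 0.821; r = 0.483 without the 2 farthest mice), and of the 9 relations tested 0 passed adjustment (smallest adjusted p 0.102). The explanation cannot be told apart from differentiation within the tumors with 7 mice and no measure of normal skin.

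For Arg1 and Arg2, the paper found lower shares of tumor-associated macrophages and PMN-MDSCs in Tp-BCC tumors by flow cytometry. Fewer macrophages would lower macrophage RNA markers along with Arg1. The macrophage score did not show this and was higher by 0.25 in Tp-BCC (exact 2-sided permutation p = 0.429). A fall as large as the bound on Arg1 is excluded for this score (exact p = 0.0014), which leaves a smaller fall in the cells open. The same test counts against a fall as large as that bound for neutrophils and PMN-MDSCs (exact p = 0.00839 over 9 markers, and 0.0028 over the 5 with a GEM-BCC mean of at least 1 CPM). A smaller fall of these cells remains possible: their score was lower by 0.80 (−0.80, exact p = 0.0629), and with 9 tested markers somewhat fewer myeloid cells of this kind and an unchanged number cannot be told apart. Of the macrophage list's 20 genes all are tested, while many neutrophil genes fell under the filter. Among GEM-BCC mice Arg1 had r = 0.663 with keratinization (permutation p = 0.112, rho 0.679; r = 0.760 without the 2 farthest mice), r = −0.643 with macrophages and r = −0.149 with neutrophils and PMN-MDSCs. Arg2 had r = 0.674 with keratinization (permutation p = 0.0986; r = 0.517 without the 2 farthest mice). With neutrophils and PMN-MDSCs Arg2 had r = 0.253 (0.608 without the 2 farthest) and with macrophages r = −0.285 (0.246 without the 2 farthest). With 7 mice and 9 relations none passed adjustment, so keratinizing cells and myeloid cells as the source of Arg1 cannot be told apart.

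For Igf2, loss of expression across the imprinted Igf2 and H19 region was proposed as a cause before the data were seen, but 0 tumors have an H19 value, so it cannot be told apart from other causes. Descent is another: 1 of 9 GEM-BCC tumors (GEM2) lay at or under the highest Tp-BCC level, and 2 tumors of 1 mouse differed 569-fold (GEM2 and GEM3, r = 0.924 across genes) or 83.1-fold (GEM7 and GEM8). A line from 1 tumor with low Igf2 may carry its level, but which tumor founded the line is not given, so descent and a change during passage cannot be told apart.

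Rps27 and Rps27rt changed in opposite directions. With their summed CPM, Gm7429 included, at 507 to 1671 in GEM-BCC and 654 to 1518 in Tp-BCC tumors, the difference was 0.22 on the log2 scale (exact 2-sided permutation p = 0.529), consistent with reads shared between paralogs and assigned differently in the 2 batches.

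H2-K1 had 2 counts over all 9 GEM-BCC tumors, against 127 over the 4 Tp-BCC tumors. H2-Aa, likewise, had 2 counts over the GEM-BCC tumors although Cd74 had 26673, and H2-Ea, a pseudogene in the reference strain, had 132 to 1708 counts in each (genes chosen after their values were seen). The sum of 2 counts for H2-Aa is consistent with a strain variant of the MHC genes against the reference, which would leave H2-K1 unmeasured here.

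Neighbouring genes moved together in places. In GEM4 the 31 genes from Pex3 to Med23 were raised by a median of 1.80, all 31 in 1 direction, against at most 0.483 in 1000 random orders of the genes (permutation p = 0.001, the smallest possible), which counts against chance order. In the same stretch 7 of 8 genes of low expression, which had no part in its choice, were raised, by a median of 2.09 (permutation p = 0.0001 over 10000 random sets), consistent with a gain of DNA copies. Enpp1, with 309381 counts in GEM4 and at most 12396 in other GEM-BCC tumors, lies there, and its log2 fold change was −5.65 with GEM4 and −2.78 without (named after its values were seen). Between the models, before GC correction, the stretch with the largest shift ran from Fuca2 to Enpp1 (median −0.92, 29 of 31 genes lower in Tp-BCC, against at most 0.730 in random orders). It overlaps the stretch of GEM4, 1 of the 9 GEM-BCC tumors, and was not searched for without this tumor. After GC correction, the 31 genes from Pds5a to Ppat, with Kit, Pdgfra (2.15 after the correction) and Kdr (1.42; both named after their values were seen), were raised in Tp-BCC by a median of 1.05, 28 of 31 in 1 direction, against at most 0.676 in random orders. The 4 Tp-BCC tumors lay at 0.85 to 1.44 and the GEM-BCC tumors at −0.42 to 0.35, and 14 of 16 low genes were raised by a median of 1.52 (permutation p = 0.0005 over random sets). A gain carried by the founding tumor is a hypothesis, since no DNA was measured, and windows past the random orders made up 1.52% to 11.7% in single GEM-BCC tumors, so regional shifts are frequent here.

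Other lists are given as values, with the median log2 fold change and the camera adjusted p. These were adipocyte markers (13 genes, 1.25, 2.44e-04), skeletal muscle (18 genes, 0.83, 0.166), melanocyte (3 genes, −1.40, 0.516), Schwann cell (9 genes, −0.12, 0.758), blood (3 genes, −1.83, 0.166), MHC class II (7 genes, 0.29, 0.516), immediate early (25 genes, 0.17, 0.516), histone (19 genes, −0.93), ribosomal protein (81 genes, −0.09, 0.716), interferon response (23 genes, 0.57, 0.104), imprinted (25 genes, −0.06, 0.516) and p53 target genes (26 genes, −0.23, 0.109). By the exact test of scores, adipocyte markers were higher in Tp-BCC (adjusted p = 0.00769). The p53 target (0.00769), Schwann cell (0.0256) and blood scores (0.0346) were lower, and the other lists of this paragraph did not pass. By fry, only adipocyte markers (adjusted p = 0.00913) and p53 targets (1.05e-04) passed among them. B cell, Y-linked and mitochondrially encoded lists had fewer than 3 tested genes.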
